# Transcriptome of neonatal preBötzinger complex neurones in Dbx1 reporter mice

**DOI:** 10.1038/s41598-017-09418-4

**Published:** 2017-08-17

**Authors:** John A. Hayes, Andrew Kottick, Maria Cristina D. Picardo, Andrew D. Halleran, Ronald D. Smith, Gregory D. Smith, Margaret S. Saha, Christopher A. Del Negro

## Abstract

We sequenced the transcriptome of brainstem interneurons in the specialized respiratory rhythmogenic site dubbed preBötzinger Complex (preBötC) from newborn mice. To distinguish molecular characteristics of the core oscillator we compared preBötC neurons derived from Dbx1-expressing progenitors that are respiratory rhythmogenic to neighbouring non-Dbx1-derived neurons, which support other respiratory and non-respiratory functions. Results in three categories are particularly salient. First, Dbx1 preBötC neurons express κ-opioid receptors in addition to μ-opioid receptors that heretofore have been associated with opiate respiratory depression, which may have clinical applications. Second, Dbx1 preBötC neurons express the hypoxia-inducible transcription factor *Hif1a* at levels three-times higher than non-Dbx1 neurons, which links core rhythmogenic microcircuits to O_2_-related chemosensation for the first time. Third, we detected a suite of transcription factors including *Hoxa4* whose expression pattern may define the rostral preBötC border, *Pbx3* that may influence ipsilateral connectivity, and *Pax8* that may pertain to a ventrally-derived subset of Dbx1 preBötC neurons. These data establish the transcriptomic signature of the core respiratory oscillator at a perinatal stage of development.

## Introduction

Neural rhythms that drive inspiratory breathing movements in mammals originate from the brainstem preBötzinger complex (preBötC)^1, 2^. Neurons derived from Dbx1-expressing progenitors comprise its rhythmogenic core^3–9^. Although we know the site and neuronal constituents at the point of origin of respiratory rhythm, the cellular and molecular mechanisms that generate and control respiration remain incompletely understood.

Electrophysiological recordings in preBötC neurons generally, and Dbx1-derived preBötC neurons in particular, have characterized intrinsic membrane properties, including ion channels, membrane pumps and transporters, as well as synaptic currents that influence the neural mechanisms of respiration^2, 10, 11^. However, testing their relative rhythm- and pattern-generating roles typically relies on promiscuous pharmacology and leads to inconclusive results. We argue that identifying specific subunits, isoforms, and genes that underlie putatively rhythmogenic conductances and integral membrane proteins would facilitate more conclusive experiments. Knowledge of the newborn mouse preBötC transcriptome – the expressed transcripts and their relative quantity – could be exploited to develop targeted physiological experiments, with the added benefit of uncovering novel genes that may influence preBötC development as well as regulate respiratory function.

Here we provide the first RNA-Seq gene expression profile for preBötC neurons in newborn mice. We analysed gene expression levels within the Dbx1 population as well as differential expression between Dbx1 and non-Dbx1-expressing populations, and we interpret their significance for defining the structure and function of the preBötC in the context of existing literature. These data are publicly available in an open access database (NCBI gene expression omnibus, https://www.ncbi.nlm.nih.gov/geo/) for custom analyses and applications that interrogate preBötC development as well as the cellular and molecular neural bases for breathing behaviour.

## Results and Discussion

We identified Dbx1-derived neurons (hereafter, Dbx1 neurons) in neonatal mouse preBötC slices by tdTomato fluorescence, which resulted from crossing the Dbx1 Cre-driver strain, *Dbx1*^CreERT2^ with a floxed responder strain, *Rosa26*^tdTomato^, and then preparing transverse slices that expose the preBötC. We harvested 15 preBötC neurons per sample. We collected three separate Dbx1 samples (Pos1, Pos2, and Pos3) and three separate non-Dbx1 neuron samples (Neg1, Neg2, and Neg3), *i.e*., six samples from six different animals in total (Fig. 1a–c).

**Figure 1:**
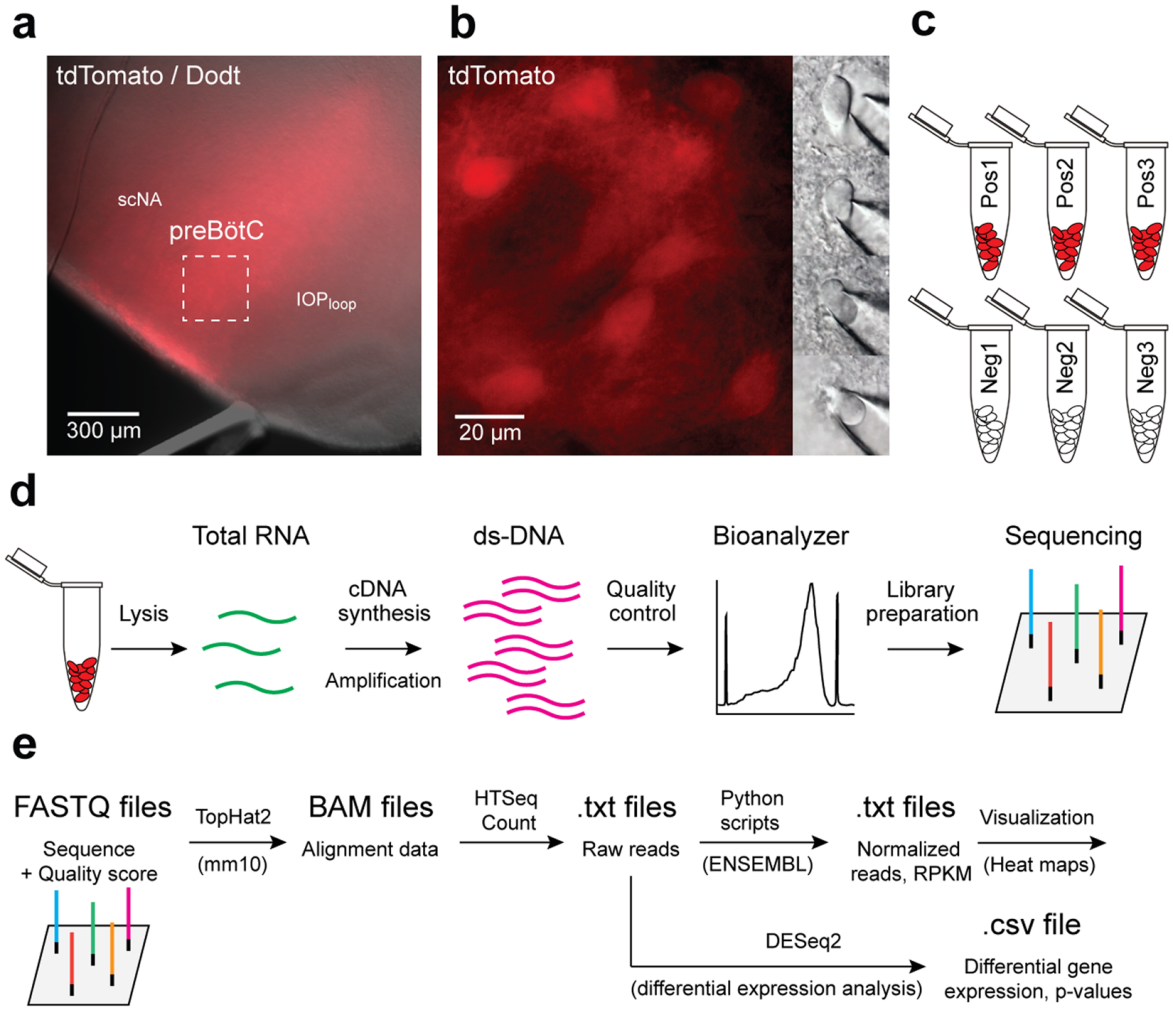
Schematic explanation of experiments and analyses. (**a**) Transverse medullary slice from a neonatal mouse containing the preBötC with tdTomato labelling in Dbx1-derived neurons. (**b**) Magnification from panel **a** showing tdTomato expressing Dbx1 neurons and an extraction on the right performed under Dodt imaging. (**c**) Six samples (three Dbx1, three non-Dbx1) were acquired. Each sample consists of 15 neurons. (**d**) RNA-Seq workflow as detailed in the text. (**e**) Bioinformatic workflow as detailed in the text.

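Each of the 6 samples held 15 neurons from a single postnatal day 2 mouse, with 3 Dbx1 samples and 3 non-Dbx1 samples. The authors deposited 1 RPKM value for each of 49568 gene names in each sample, computed from exon length and the reads assigned to genes in that sample, without scaling between samples. Between 6464675 and 9432958 reads per sample were assigned to genes, as recovered from the steps between RPKM values, with a mean of 7479890 in the Dbx1 samples and 8151441 in the non-Dbx1 samples (exact two-sided permutation test, p = 0.50). The 100 genes with the most reads held 14.5% to 16.2% of the reads of a sample. A gene of 1000 bases with 3 reads, the smallest number taken here as detection, had an RPKM between 0.318 and 0.464 in a single sample, and such floors cover counting error only. Gene names were matched to the GENCODE vM21 annotation of GRCm38, which gave a position to 47287 of the 49568 genes (95.4%). Differences between the groups were tested with limma on log2(RPKM + 1) over the 17614 genes with non-zero RPKM in at least 3 samples, with two-sided p values adjusted by the Benjamini-Hochberg method. L2FC below is the difference between the group means of log2(RPKM + 1), positive where the Dbx1 samples were higher. Exact permutation tests of 3 samples against 3 were two-sided and could not go below p = 0.10. Groups that do not overlap reach that p, and 1866 of the 17614 tested genes had such groups.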

We employed RNA-Seq (Fig. 1d,e) to identify 49,568 gene candidates in the murine *Ensembl* database^12^ expressed in both Dbx1-derived and non-Dbx1-derived preBötC neurons, including 22,050 protein-coding genes. All of the genes belong to one of 43 biotypes, which includes pseudogenes, long non-coding^13^ and short non-coding RNAs^14^, as well as predicted genes^12^ (Table 1). 

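By the biotypes of GENCODE vM21, 21399 of the gene names were protein-coding, and between 12220 and 13298 of these had non-zero RPKM in a sample. The Dbx1 samples had 12692, 13298 and 12516 protein-coding genes with non-zero RPKM, and the non-Dbx1 samples had 13072, 13129 and 12220. Processed pseudogenes made up 6899 of the names, of which 1816 to 2031 per sample had non-zero RPKM. Of 3506 lincRNA genes, 358 to 595 per sample had non-zero RPKM, and of 2157 miRNA genes, 55 to 106. None of the 37 mitochondrial genes had non-zero RPKM in any sample.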

The distribution of reads per kilobase of transcript per million mapped reads (RPKM) follows a power law (Fig. 2a and its inset) as expected for RNA-Seq and microarray data^15^. 

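Mean RPKM over the 6 samples was at least 1 for 13910 genes, at least 10 for 4425 genes, at least 100 for 450 genes and at least 1000 for 10 genes. In the Dbx1 samples the corresponding numbers were 13740, 4401, 442 and 6 genes. In the non-Dbx1 samples they were 13705, 4480, 451 and 11 genes.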

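Over the 27067 genes with non-zero RPKM in any of the 6 samples, the median of the mean RPKM was 1.09 and its mean was 9.77. Taken within the Dbx1 samples alone, the median was 1.72 and the mean 11.2 over 23263 genes. Within the non-Dbx1 samples, the median was 1.76 and the mean 11.7 over 23015 genes. Over all single non-zero values, one per gene and sample, the median was 3.17.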

The median and mean for RPKM are 1.74 and 11.43, respectively.

**Table 1:** The number of genes with non-zero reads for Dbx1 (Pos1, Pos2, Pos3) and non-Dbx1 (Neg1, Neg2, Neg3) samples by biotype. ‘Total’ refers to the total number of genes in the *Ensembl* database of each biotype.

biotype	Total	Pos1	Pos2	Pos3	Neg1	Neg2	Neg3
**Protein Coding**							
IG_C_gene	13	2	1	1	1	1	0
IG_D_gene	19	0	0	0	0	0	0
IG_J_gene	14	0	0	0	0	0	0
IG_LV_gene	2	0	0	0	0	0	0
IG_V_gene	218	4	9	0	6	3	3
TEC	2690	607	941	710	708	647	473
TR_C_gene	8	0	0	1	1	0	1
TR_D_gene	4	0	0	0	0	0	0
TR_J_gene	70	0	6	0	1	3	1
TR_V_gene	144	5	4	0	5	3	2
polymorphic_pseudogene	69	6	6	4	11	10	6
protein_coding	22021	13026	13650	12849	13409	13457	12541
**Pseudogenes**							
IG_C_pseudogene	1	0	0	0	0	0	0
IG_D_pseudogene	3	0	0	0	0	0	0
IG_V_pseudogene	155	2	0	1	3	3	1
IG_pseudogene	2	0	0	0	0	0	0
TR_J_pseudogene	10	0	1	0	0	0	0
TR_V_pseudogene	34	0	1	0	0	0	0
processed_pseudogene	7282	2058	2111	1878	1893	2100	2013
pseudogene	100	32	36	25	26	28	28
transcribed_processed_pseudogene	197	72	86	82	79	79	67
transcribed_unitary_pseudogene	8	2	6	3	3	3	3
transcribed_unprocessed_pseudogene	191	38	36	41	35	36	30
unitary_pseudogene	26	7	8	10	9	6	6
unprocessed_pseudogene	2433	92	107	89	86	86	82
**Long non-coding RNAs**							
3prime_overlapping_ncRNA	2	0	0	0	0	0	0
antisense	2415	443	634	517	492	519	378
bidirectional_promoter_lncRNA	61	21	27	19	18	25	19
lincRNA	4247	532	728	537	630	598	438
macro_lncRNA	1	0	0	0	0	0	0
processed_transcript	749	240	295	243	236	238	199
sense_intronic	270	62	89	81	68	67	47
sense_overlapping	25	6	7	7	7	9	10
**Short non-coding RNAs**							
Mt_rRNA	2	0	0	0	0	0	0
Mt_tRNA	22	0	0	0	0	0	0
miRNA	2201	56	106	83	82	84	63
misc_RNA	564	34	33	27	27	23	20
rRNA	354	9	10	9	9	12	9
ribozyme	22	4	6	3	4	3	3
sRNA	2	0	0	0	0	0	0
scRNA	1	0	0	0	0	0	0
scaRNA	46	6	9	9	5	7	6

**Figure 2:**
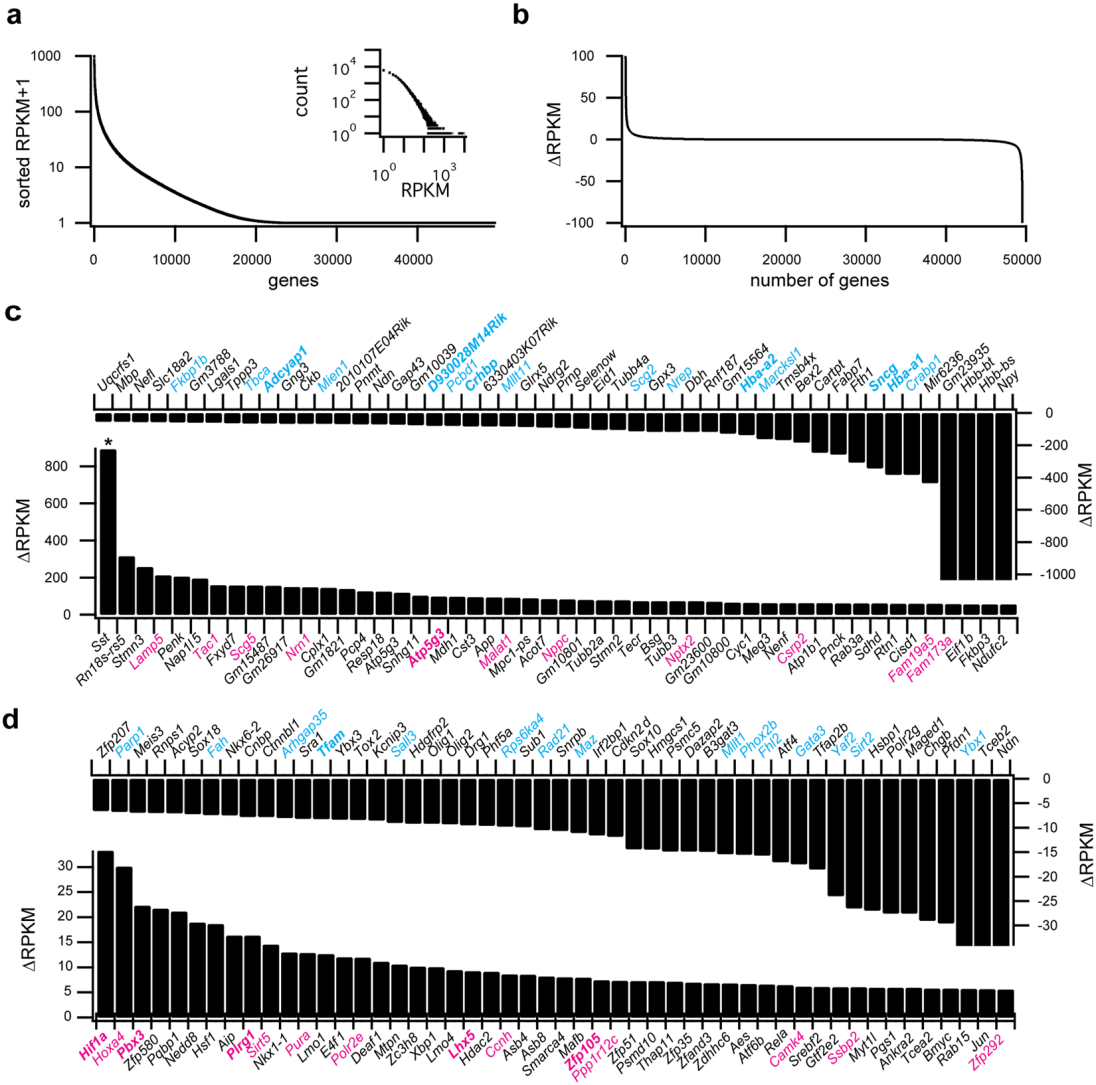
Summary of RNA-Seq data. (**a**) RPKMs sorted by numerical mean value for each gene across the 49,568 genes in the *Ensembl* database. Inset shows the distribution of all RPKM values (148,704 values for each the Dbx1 and non-Dbx1 sample sets) in 1000 bins, which conforms to a power law. Count on the ordinate refers to the number of genes in each bin. (**b**) Difference in RPKMs between Dbx1 and non-Dbx1 samples for all genes (*i.e*., ∆RPMK = RPKM_Dbx1_ − RPKM_non-Dbx1_). (**c**) Top portion shows a detail from panel b featuring the 50 genes with greatest expression in non-Dbx1 samples (∆RPMK < 0). Bottom portion shows a detail of the 50 genes with greatest expression in Dbx1 samples (∆RPMK > 0). (**d**) Difference in RPKMs between Dbx1 and non-Dbx1 samples for 50 transcription factors with greatest expression in non-Dbx1 samples (top, ∆RPMK < 0) and Dbx1 samples (bottom, ∆RPMK > 0). For both **c** and **d**, if L2FC > 0, then genes for which p < 0.05 are labelled in plain magenta typeface and those at FDR < 0.1 are labelled in bold magenta typeface; if L2FC < 0, then genes at p < 0.05 are labelled in plain cyan typeface and those at FDR < 0.1 are labelled in bold cyan typeface.

There were 23,263 genes with aligned reads (*i.e*., non-zero RPKM) in the Dbx1 samples and 23,015 genes in the non-Dbx1 samples. 

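Of these genes, 19211 had non-zero RPKM in both groups, 4052 only in Dbx1 samples and 3804 only in non-Dbx1 samples. Counted per sample, 17468, 19143 and 17364 genes had non-zero RPKM in the Dbx1 samples and 17968, 18163 and 16536 in the non-Dbx1 samples. Genes with non-zero RPKM in all 3 samples of a group numbered 13557 in the Dbx1 samples and 13023 in the non-Dbx1 samples. Detection in a single sample can rest on 1 read, and a requirement of RPKM of at least 0.1 left 21783 genes in the Dbx1 samples and 21412 in the non-Dbx1 samples.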

Figure 2b plots ∆RPKM (RPKM_*Dbx1*_ – RPKM_*non-Dbx1*_). The left knee illustrates genes more highly expressed in the Dbx1 samples, whereas the right knee illustrates genes more highly expressed in the non-Dbx1 samples (the knees of Fig. 2b are depicted at higher resolution in Fig. 2c).

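Npy had the largest difference in mean RPKM in favour of the non-Dbx1 samples. Its RPKM was 16.1, 7800.2 and 0.749 in the 3 non-Dbx1 samples and 0, 14.8 and 33.3 in the Dbx1 samples, so the difference came from a single sample (exact permutation test, p = 0.60). Hbb-bs measured 7238, 507 and 359 in the non-Dbx1 samples and 46.1, 119.9 and 235 in the Dbx1 samples, and Hbb-bt measured 5589, 231 and 116 and 13.1, 23.4 and 92.2. For both haemoglobin genes every non-Dbx1 sample lay above every Dbx1 sample, with most of the RPKM in non-Dbx1 replicate 1.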

Dbx1-expressing progenitors give rise to preBötC neurons and glia^16^. Both Dbx1 and non-Dbx1 samples expressed neuronal marker genes such as synapsin 1, Snap25, and Tubb3 (among others) at levels exceeding the median RPKM by more than two orders of magnitude (we combined Dbx1 and non-Dbx1 samples to assess neuronal markers in general; RPKM measured 313.1 ± 299.2, mean ± SD). 

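The neuronal marker mean was 313 ± 299 RPKM (SD over 6 genes in 6 samples). It was 323 ± 325 in the Dbx1 samples and 303 ± 279.9 in the non-Dbx1 samples. This SD is mostly a spread between genes, since the mean over the 6 genes ranged only from 242 to 389 between samples. Tubb3 measured 913 ± 285 in the Dbx1 samples and 839.9 ± 135 in the non-Dbx1 samples (SD, n = 3), Snap25 measured 231 ± 77.8 and 209 ± 56.7, and Syn1 measured 74.5 ± 12.6 and 92.9 ± 34.9. None of the 6 genes reached an FDR of 0.1 in limma, the lowest being 0.912 for Eno2.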

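The 8 non-neuronal markers had a mean of 1.74 ± 3.15 RPKM (SD over 8 genes in 6 samples), 1.38 ± 2.02 in the Dbx1 samples and 2.11 ± 3.99 in the non-Dbx1 samples. Ccl3 and Tnf had no reads in any sample, where 3 reads would have given an RPKM of at most 0.606 for Ccl3 and 0.152 for Tnf. The astrocyte marker Slc1a3 was the highest, at 4.42 ± 0.207 in the Dbx1 samples and 8.29 ± 3.46 in the non-Dbx1 samples (SD, n = 3). Gfap measured 0.822, 0.271 and 3.96 in the Dbx1 samples and 0.126, 0 and 0.0217 in the non-Dbx1 samples.

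**Figure D1:**
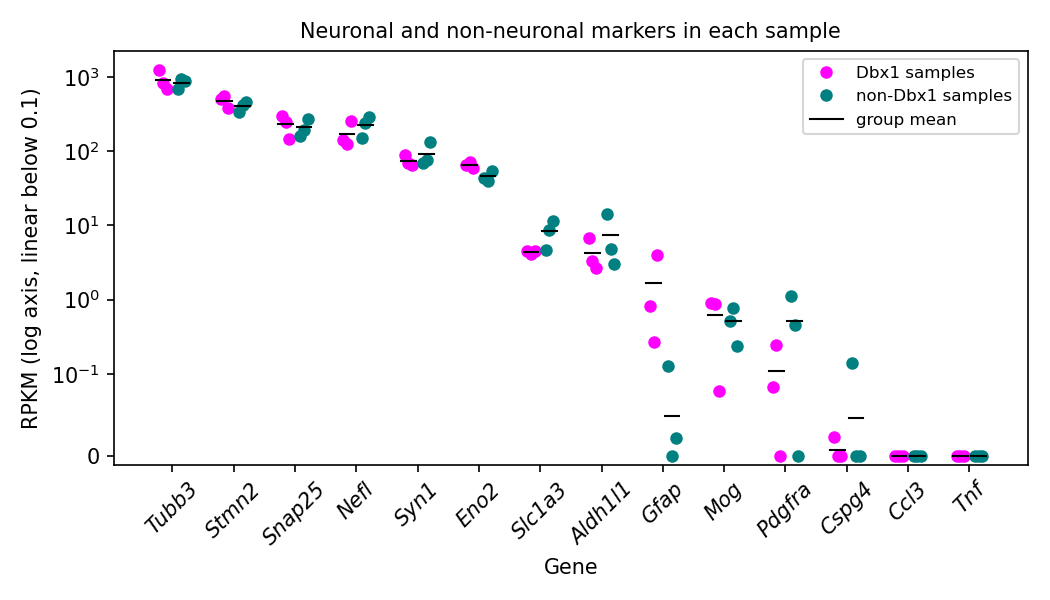
RPKM of 6 neuronal and 8 non-neuronal marker genes, on a log axis that is linear below 0.1. Points are the 3 Dbx1 samples and the 3 non-Dbx1 samples and bars are group means, with Tubb3 at a mean of 913 RPKM in the Dbx1 samples and Slc1a3 at 4.42.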

Non-neuronal cell marker genes were undetectable or minimally expressed (we similarly combined Dbx1 and non-Dbx1 samples to assess glial markers; RPKM measured 1.7 ± 3.2, mean ± SD)^17, 18^. Thus, our Dbx1 and non-Dbx1 samples reflect neurons as opposed to glia (Fig. 3).

**Figure 3:**
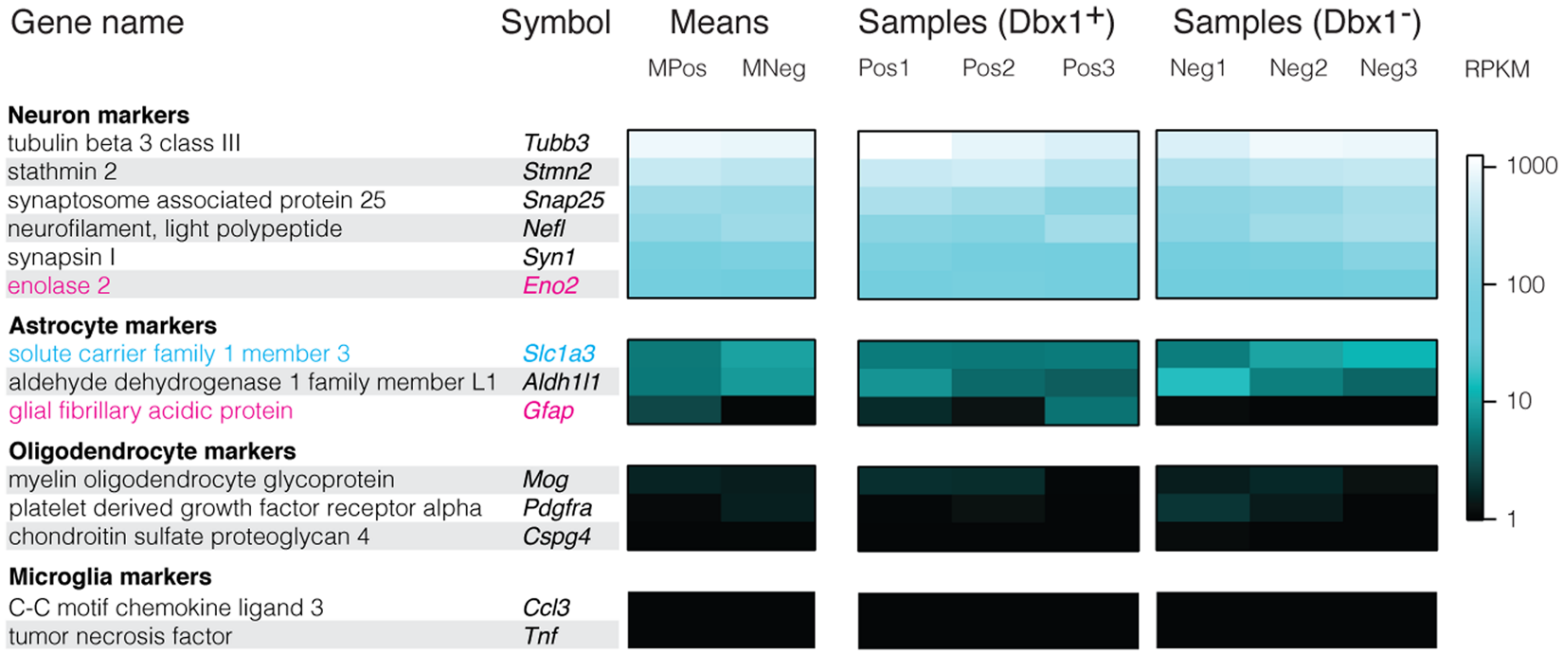
Heat maps showing relative levels of neuronal and glial marker expression. Gene names and symbols are organized according to cell type. Mean RPKM of samples, and RPKM of each sample is indicated by a pseudo-colour scale (right). Genes for which L2FC > 0 and p < 0.05 are labelled in magenta typeface. Genes for which L2FC < 0 and p < 0.05 are labelled in cyan typeface.

### Amino acid neurotransmitters

Excitatory preBötC neurons are respiratory rhythmogenic^19–25^. Inhibitory neurons, which populate the preBötC in roughly equal numbers, regulate respiratory rhythm and mediate sensorimotor integration^26–29^ (*q.v*., refs 11, 30).

Given the well-established role of Dbx1 preBötC neurons in rhythm generation^3, 4, 6–9^, we expected the Dbx1 samples to express transcripts associated with excitatory transmitter phenotype. By contrast, we expected non-Dbx1 samples to exhibit markers of both excitatory and inhibitory transmitter phenotypes.

The log_2_ fold change (L2FC) quantifies the relative level of expression between Dbx1 and non-Dbx1 neurons. L2FC > 0 for genes more highly expressed in Dbx1 neurons; L2FC < 0 for genes more highly expressed in non-Dbx1 neurons. However, there is no statistical test associated with L2FC *per se*. 

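Over 17614 genes, limma gave an FDR under 0.1 for 0 genes higher in the Dbx1 samples and 1 gene higher in the non-Dbx1 samples, and an unadjusted p under 0.05 for 480 and 436 genes. Together, the 916 genes with p under 0.05 are close to the share of 0.05 of tested genes that no difference would give. The lowest FDR of a gene higher in the Dbx1 samples was 0.516. The 1 gene was D930028M14Rik (ENSMUSG00000074274), on chromosome 7 from 25152457 to 25156627 of GRCm38, with RPKM of 47.2, 79.7 and 109 in the non-Dbx1 samples and 1.26, 0.222 and 0 in the Dbx1 samples. Its L2FC was −5.75 (standard error 0.464, limma FDR = 0.0186). The alternative that moved the count most was limma without a mean-variance trend, which gave an FDR under 0.1 for 3 genes higher in the non-Dbx1 samples. With the replicate number as a block, a pairing taken from the sample labels, limma gave 0 genes in either direction with FDR under 0.1, and 440 and 379 genes with p under 0.05. The samples came from 6 different mice, and the deviations from the group means were correlated by −0.045 on average between samples with the same number and by 0.022 between samples with different numbers. Reads were also simulated for 3 samples per group, with changes placed only in genes with a mean of at least 100 reads. Each simulated gene took the median within-group spread of genes of like expression, so recovery for genes that vary more was not measured. On these reads, the same test recovered 82 of 100 genes changed by 4 on the log2 scale and 26 of 100 changed by 2. It also called 17 unchanged genes.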

We evaluated differential expression between the two populations via a Wald test that computes a raw probability and a false discovery rate (FDR) that adjusts for multiple comparisons (see Methods).

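All 24 glutamate-related genes of Supplementary Fig. S1a had non-zero RPKM in at least 1 sample of each group, and 22 of them in all 6 samples. Their mean was 13.5 RPKM in the Dbx1 samples and 10.4 in the non-Dbx1 samples. L2FC was above 0 for 15 genes and below 0 for 9, with the same numbers under median-of-ratios size factors. It ranged from −1.45 for Grik3 to 1.44 for Slc17a6, and none of the 24 genes had a limma FDR under 0.1.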

Dbx1 neurons expressed glutamate-synthesizing enzymes, transporters, and receptors (Supplementary Fig. S1a). *Slc17a6*, encoding Vglut2, was expressed more than two-fold higher in Dbx1 compared to non-Dbx1 neurons; the associated L2FC measured 1.28. 

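Slc17a6 (ENSMUSG00000030500) lies on chromosome 7 from 51622006 to 51671119 of GRCm38. RPKM of Slc17a6 was 47.2, 128 and 54.9 in the Dbx1 samples and 31.9, 35.1 and 13.6 in the non-Dbx1 samples, from 477 to 3576 reads per sample. The means were 76.7 ± 44.6 and 26.8 ± 11.6 (SD, n = 3), and every Dbx1 sample was above every non-Dbx1 sample (exact permutation test, p = 0.10, the smallest that 3 samples against 3 allow). The L2FC was 1.44 (standard error 0.466).

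**Figure D2:**
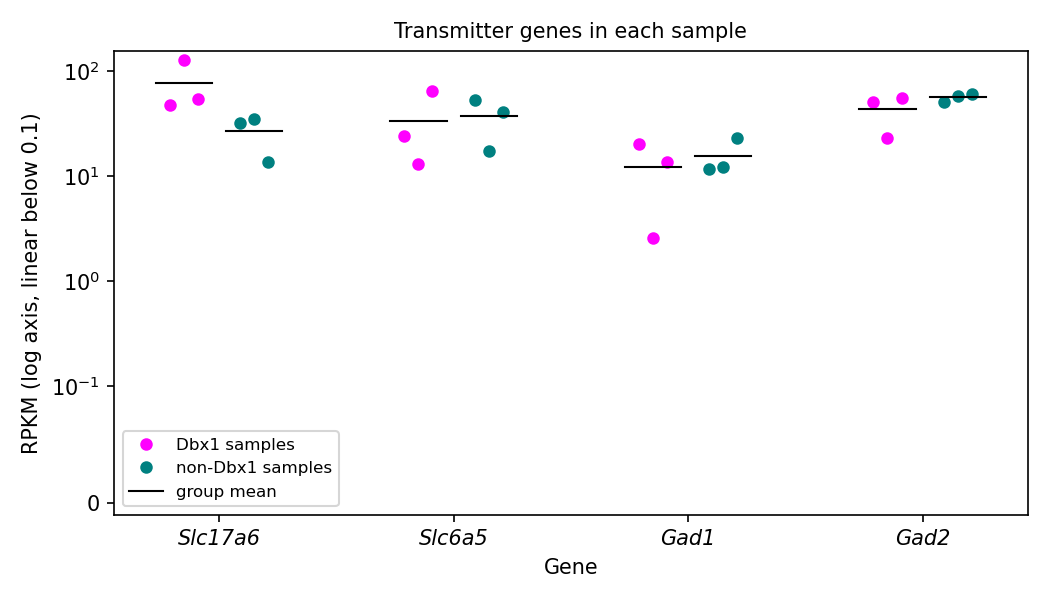
RPKM of Slc17a6, Slc6a5, Gad1 and Gad2 on a log axis that is linear below 0.1, with points for the 3 Dbx1 samples and the 3 non-Dbx1 samples and bars for group means. The groups part only for Slc17a6, whose lowest Dbx1 sample had 47.2 RPKM and whose highest non-Dbx1 sample had 35.1.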

Of all 49,568 genes examined, the raw RPKM difference (*i.e*., ∆RPKM) for *Slc17a6* rank 61^st^. Nevertheless, *Slc17a6* was not differentially expressed according to the orthodox threshold of FDR < 0.1 (p = 0.0066, FDR = 0.29). 

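The mean RPKM of Slc17a6 was higher by 49.9 in the Dbx1 samples, which ranked 61 among the 49568 genes when ordered from the largest excess in the Dbx1 samples.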

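In limma on log2(RPKM + 1), the FDR of Slc17a6 was 0.870. Its L2FC stayed between 1.00 and 1.71 across all alternatives, and the FDR between 0.660 and 0.999.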

The Benjamini-Hochberg correction^31^ used to calculate FDR aggressively combats Type I errors, *i.e*., false positive discoveries^31, 32^, at the expense of inflating false negatives (Type II errors)^33^. We argue that the FDR in the case of *Slc17a6* most likely reflects a Type II error because an array of independent studies demonstrate that Dbx1 neurons are the predominant source of glutamatergic neurons within the preBötC^3, 4, 7, 8^.

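The 22 inhibitory-related genes of Supplementary Fig. S1b all had non-zero RPKM in both groups. L2FC was above 0 for 12 of them and below 0 for 10, under median-of-ratios size factors as well, and ranged from −1.70 for Gabrq to 1.22 for Gabrb1. For Gabra5, RPKM was 64.0, 67.2 and 50.3 in the Dbx1 samples and 21.7, 25.7 and 29.9 in the non-Dbx1 samples (L2FC 1.20, standard error 0.243, limma FDR = 0.697). Gabrb1 measured 14.0, 17.8 and 15.4 and 6.74, 4.82 and 7.08, with a limma FDR of 0.787.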

Contrary to our expectations, gene expression for inhibitory amino acid-synthesizing enzymes and transporters was commensurate for Dbx1 and non-Dbx1 neurons (Supplementary Fig. S1b), quantified by L2FC ~ 0. For *Slc6a5*, encoding glycine transporter 2, *i.e*., GlyT2, L2FC measured −0.11 (p = 0.84, FDR = 1.0). 

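RPKM of Slc6a5 (ENSMUSG00000039728) was 24.2, 13.1 and 64.2 in the Dbx1 samples and 53.6, 17.5 and 40.9 in the non-Dbx1 samples. The difference of −0.29 on the log2 scale was smaller than its standard error of 0.591 (exact permutation test, p = 0.80; limma FDR = 0.976). Its sign changed without Dbx1 replicate 2, where the L2FC was 0.22, and without non-Dbx1 replicate 1, where it was 0.04.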

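Gad1 (ENSMUSG00000070880) measured 12.1 ± 8.92 RPKM in the Dbx1 samples and 15.7 ± 6.37 in the non-Dbx1 samples (SD, n = 3), with a low value of 2.59 in Dbx1 replicate 2. The L2FC was −0.62 (standard error 0.642, limma FDR = 0.953) and changed sign, to 0.14, without that sample.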

For glutamic acid decarboxylase 1, *i.e*., *Gad1*, encoding GAD1, L2FC_*Gad1*_ measured −0.28 (p = 0.62, FDR = 1.0). Finally, for glutamic acid decarboxylase 2, *i.e*., *Gad2*, encoding GAD2, L2FC_*Gad2*_ measured −0.34 (p = 0.35, FDR = 1.0).

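For Gad2 (ENSMUSG00000026787), RPKM was 50.9, 23.3 and 55.6 in the Dbx1 samples and 50.9, 57.6 and 60.0 in the non-Dbx1 samples, and the values of the groups overlapped (exact permutation test, p = 0.30). The L2FC was −0.46 with a standard error of 0.339 and a limma FDR of 0.941.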

The RNA related to inhibitory synaptic transmission may remain untranslated in most Dbx1 preBötC neurons similar to excitatory CA1 hippocampal neurons where post-transcriptional regulation controls neurotransmitter phenotype^34^. Nevertheless, a non-negligible subset of Dbx1 preBötC neurons communicate via chloride-mediated synaptic inhibition. For example, Gray *et al*. (ref. 4) identified inhibitory Dbx1 preBötC neurons that expressed GAD1 or GlyT2. Dbx1 preBötC neurons with inhibitory transmitter phenotype would be well equipped to periodically suppress activity in respiratory nuclei such as the expiratory-related lateral parafacial respiratory group^35–38^ or the post-inspiratory complex^39^, both of which discharge neural bursts out-of-sync with the preBötC. It is also possible that inhibitory Dbx1 preBötC neurons suppress orofacial behaviours during the inspiratory phase of the breathing cycle^40, 41^ or participate in inhibitory pulmonary stretch receptor feedback.

### Peptides and peptide receptors

Peptide and peptide receptor expression differentiates the preBötC from neighbouring cell groups^42–49^. *Tacr1* and *Tacr3*, which encode tachykinin (*i.e*., neurokinin) receptors were expressed in both Dbx1 and non-Dbx1 preBötC neurons but there was no evidence of differential expression (L2FC_*Tacr1*_ = 1.09, p = 0.08, FDR = 0.83; L2FC_*Tacr3*_ = 0.50, p = 0.42, FDR = 1.0, Supplementary Fig. S2). These data are consistent with neurokinin receptor expression being a useful, but not exclusive^45^, marker of rhythmogenic preBötC neurons^44, 48, 50, 51^.

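Tacr1 measured 1.86, 5.86 and 2.91 RPKM in the Dbx1 samples and 1.22, 0.116 and 1.94 in the non-Dbx1 samples, an L2FC of 1.13 (limma FDR = 0.924). Tacr3 measured 1.60, 3.53 and 4.13 and 0.247, 0 and 3.44, an L2FC of 1.15 (limma FDR = 0.936). The recovered reads of Tacr3 numbered 0 to 61 per sample, the fewest that give these values, and the annotated exon length would double them. It had none in non-Dbx1 replicate 2, where 3 reads would have given at most 0.247 RPKM.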

The endogenous ligands for neurokinin 1 receptors, neurokinin A and substance P, both result from tachykinin precursor 1 (*Tac1*), which is highly expressed in both sample populations (RPKM > 60, Supplementary Fig. S2) but *Tac1* did not meet the criterion for differential expression (L2FC = 1.36, p = 0.018, FDR = 0.48). This result is not surprising given that substance P is a cotransmitter in overlapping populations that modulate preBötC function^46, 52, 53^.

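RPKM of Tac1 (ENSMUSG00000061762) was 219.5 ± 99.0 in the Dbx1 samples and 60.9 ± 61.5 in the non-Dbx1 samples (SD, n = 3). The single values were 158, 334 and 167 against 130.3, 13.2 and 39.2, without overlap (exact permutation test, p = 0.10). The L2FC was 2.30 (standard error 0.709, limma FDR = 0.853).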

Opiate-induced respiratory depression is mediated, in part, by pre- and post-synaptic effects of μ-opioid-receptor activation in the preBötC^44, 54–58^. 

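Oprm1 (ENSMUSG00000000766) lies on chromosome 10 from 6758506 to 7038198 of GRCm38. It had reads in 2 of the 3 Dbx1 samples and 1 of the 3 non-Dbx1 samples. RPKM was 0, 1.10 and 1.11 in the Dbx1 samples and 0.177, 0 and 0 in the non-Dbx1 samples, a mean of 0.399 over the 6 samples and 0.738 over the Dbx1 samples. Where it had no reads, 3 reads would have given an RPKM of at most 0.0266.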

Both Dbx1 and non-Dbx1 preBötC neurons expressed μ-opioid receptor transcript *Oprm1*, but at levels less than the median RPKM across all expressed genes (0.74 for *Oprm1* vs. the population median of 1.74). 

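The L2FC of Oprm1 was 0.64 (standard error 0.329, limma FDR = 0.917; exact permutation test, p = 0.40).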

*Oprm1* was not differentially expressed (L2FC = 0.55, p = 0.29, FDR = 1.0). It is unclear whether other opioid receptors contribute to respiratory depression, but it remains a realistic possibility because the μ-opioid agonist DAMGO ([D-Ala^2^, *N*-MePhe^4^, Gly-ol]-enkephalin), which has potent effects *in vitro*^44^, also acts at δ- and κ-opioid receptors^59^. Fentanyl, used *in vivo* because it crosses the blood-brain barrier, activates μ- and κ-opioid receptors^60^. 

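Oprk1 (ENSMUSG00000025905), on chromosome 1 from 5588466 to 5606131 of GRCm38, had reads in all 6 samples. RPKM was 2.54, 4.22 and 1.06 in the Dbx1 samples and 0.0110, 1.80 and 0.257 in the non-Dbx1 samples. The value in non-Dbx1 replicate 1 rested on 1 read.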

The κ-opioid receptor transcript *Oprk1* was expressed in both Dbx1 and non-Dbx1 neurons. 

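Oprk1 had a mean of 1.65 RPKM and Oprm1 a mean of 0.399 RPKM over the 6 samples, and Oprk1 was the higher in 4 of the 6 samples. The exact two-sided permutation test of the Mann-Whitney U statistic over 6 values per gene gave p = 0.091, where the smallest p it allows is 0.0022. Because both genes were measured in the same samples, the differences in log2(RPKM + 1) were also tested by exact sign changes, which gave p = 0.12. With the Dbx1 samples alone, the means were 2.61 and 0.738 RPKM and the exact permutation test gave p = 0.40.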

Although *Oprk1* expression level appeared much higher than *Oprm1* (RPKM_*Oprk1*_ = 2.61 vs. RPKM_*Oprm1*_ = 0.74) this difference was not statistically significant by the Wilcoxon-Mann-Whitney U-test (p = 0.09, Supplementary Fig. S2). *Oprk1* was commensurately expressed in Dbx1 and non-Dbx1 preBötC neurons (L2FC = 0.92, p = 0.16, FDR = 0.97). κ-opioid receptors have been associated with stress and anxiety^61^, but their expression in preBötC neurons suggests they may be relevant to opiate neuromodulation of respiratory rhythm or behaviours linked to respiration.

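The group means of Oprk1 were 2.61 ± 1.58 and 0.691 ± 0.971 RPKM (SD, n = 3) and the ranges of the groups overlapped. The L2FC was 1.14 (standard error 0.605, limma FDR = 0.924).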

Somatostatin (*Sst*) and somatostatin receptor (*Sstr1*, *Sstr2, Sstr3*, *Sstr5*) expression characterize preBötC neurons that serve obligatory rhythmogenic or premotor functions^7, 8, 44, 47–49, 62–64^. Of all our transcriptomic data from both Dbx1 and non-Dbx1 preBötC neurons, *Sst* had the highest expression level of any gene (*in Supplementary Fig. S2 and Fig. 2c), but it was not differentially expressed (L2FC = 0.92, p = 0.14, FDR = 0.93). 

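RPKM of Sst (ENSMUSG00000004366) was 1534, 2622 and 54.9 in the Dbx1 samples and 585, 318 and 631 in the non-Dbx1 samples, and its mean of 957 over the 6 samples ranked 12 among all genes. It ranked 5 by its mean in the Dbx1 samples and 1 by the difference of the group means, at 892 RPKM. The L2FC was 0.31 (standard error 1.24, limma FDR = 0.988). The sign depended on single samples, with an L2FC of −0.36 without Dbx1 replicate 1, −0.74 without Dbx1 replicate 2 and −0.0012 without non-Dbx1 replicate 2.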

Somatostatin receptor genes *Sstr1*, *Sstr2*, *Sstr3*, and *Sstr5* were expressed too at lower levels (Supplementary Fig. S2).

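Of the 4 receptor genes, Sstr2 was the highest, at 8.39 ± 2.79 RPKM in the Dbx1 samples and 7.15 ± 1.75 in the non-Dbx1 samples (SD, n = 3), and the only one with reads in all 6 samples. Mean RPKM in the Dbx1 and non-Dbx1 samples was 3.28 and 0.971 for Sstr3, 0.696 and 0.942 for Sstr1, and 0.591 and 1.04 for Sstr5.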

### Transcription factors and other distinguishing markers of preBötC Dbx1 and non-Dbx1 neurons

Combinatorial codes of transcription factors, expressed in the developing spinal cord and hindbrain, govern the assembly of central pattern generating circuits for locomotion and breathing^65–68^. We cross-referenced our RNA-Seq results with a list of murine transcription factors (RIKEN Institute, Wako, Japan) as well as the curated TF-checkpoint project^69^ to determine the transcription factors expressed in Dbx1 and non-Dbx1 neurons. We detected 1,281 transcription factors among protein-coding genes. Figure 2d depicts 100 transcription factors sorted according to the difference in their expression levels (∆RPKM). Figure 4 shows heat maps for transcription factor expression in each Dbx1 and non-Dbx1 neuron sample. 

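Hif1a (ENSMUSG00000021109) lies on chromosome 12 from 73901375 to 73947530 of GRCm38 and Pbx3 (ENSMUSG00000038718) on chromosome 2 from 34171457 to 34373142. RPKM of Hif1a was 48.2, 66.0 and 31.1 in the Dbx1 samples and 10.6, 13.5 and 21.3 in the non-Dbx1 samples, from 490 to 3551 reads per sample. Pbx3 measured 48.0, 44.1 and 31.1 and 18.8, 13.4 and 24.0. For both genes every Dbx1 sample was above every non-Dbx1 sample (exact permutation test, p = 0.10 for each). The L2FC of Hif1a was 1.60 (standard error 0.364, limma FDR = 0.708), and that of Pbx3 was 1.10 (standard error 0.303, limma FDR = 0.787), neither under 0.1. Across all alternatives the L2FC stayed between 1.35 and 1.89 for Hif1a and between 0.90 and 1.29 for Pbx3.

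**Figure D3:**
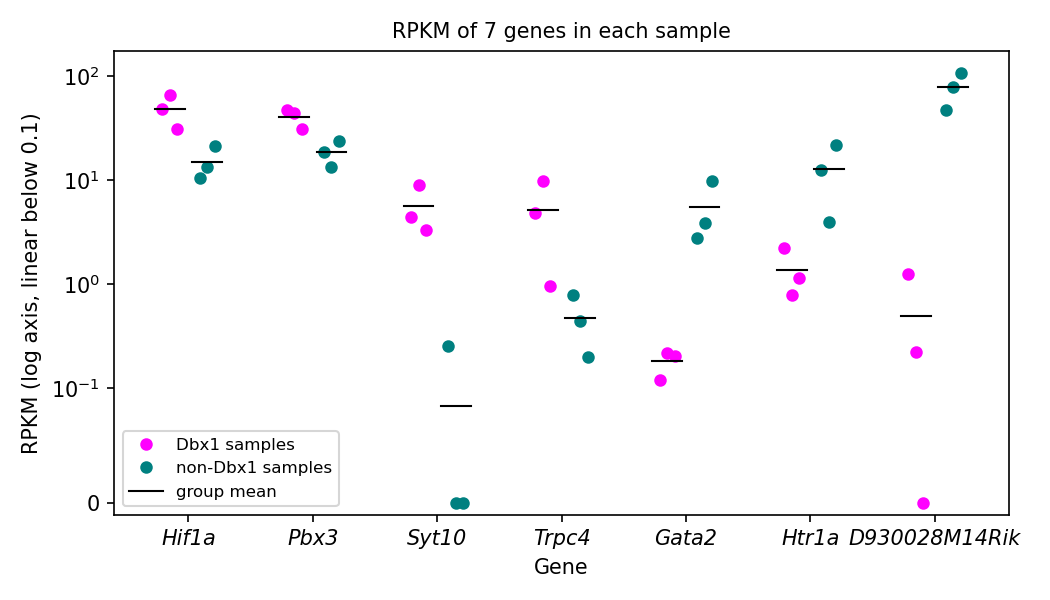
RPKM of Hif1a, Pbx3, Syt10, Trpc4, Gata2, Htr1a and D930028M14Rik, on a log axis that is linear below 0.1, with points for the 3 Dbx1 and 3 non-Dbx1 samples and bars for group means. In each of the 7 genes the points of the groups do not overlap, and only D930028M14Rik had a limma FDR under 0.1, at 0.0186.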

Transcription factors differentially expressed in the Dbx1 population include *Hif1a* (L2FC = 1.52, p = 0.0001, FDR = 0.022) and *Pbx3* (L2FC = 1.06, p = 0.00093, FDR = 0.093). *Hif1a* and *Pbx3* occupy the first and third positions of Fig. 2d (lower plot).

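The difference in mean RPKM was 33.3 for Hif1a, 30.1 for Hoxa4 and 22.3 for Pbx3. These ranked 1, 2 and 3 among the 28 genes read from Fig. 2d (lower plot), and the other genes of that list fell in the order of the plot.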

**Figure 4:**
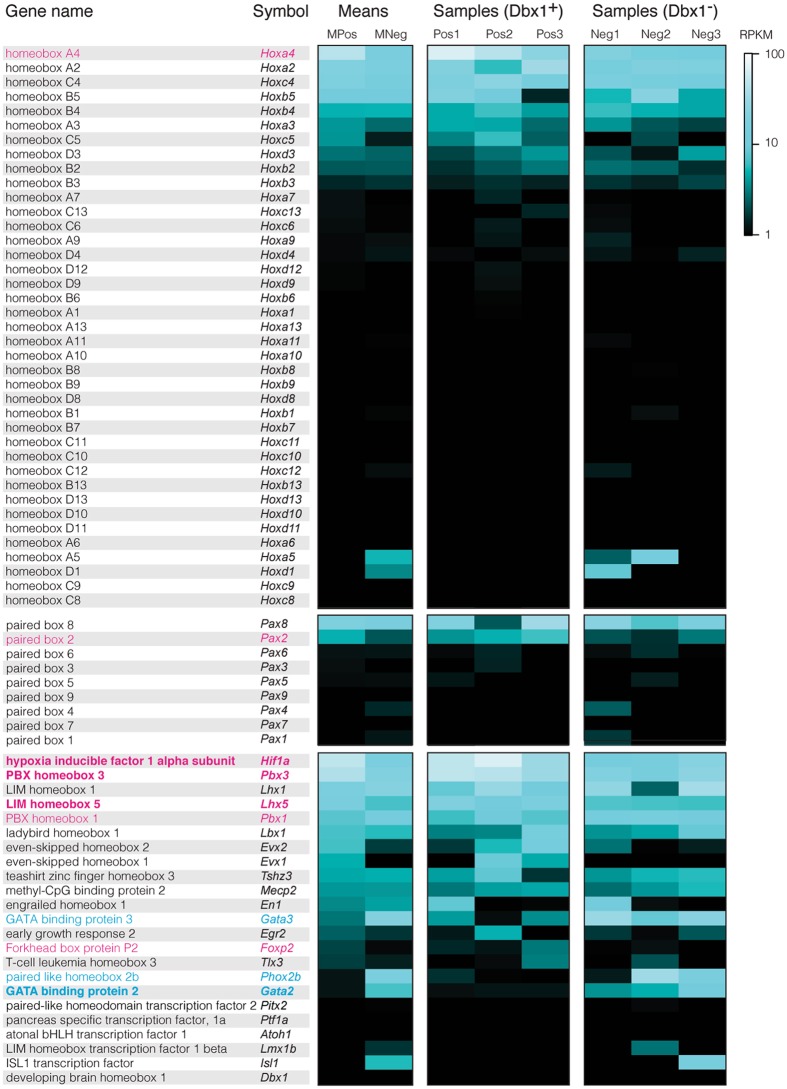
Heat maps showing relative levels of selected transcription factors in three categories: *Hox* genes, *Pax* genes, and other genes. Transcription factors are sorted in descending order according to mean RPKM in the Dbx1 samples. If L2FC > 0, then genes at p < 0.05 for differential expression are labelled in plain magenta typeface and those at FDR < 0.1 are labelled in bold magenta typeface. If L2FC < 0, then genes at p < 0.05 are labelled in plain cyan typeface and those at FDR < 0.1 are labelled in bold cyan typeface. RPKM is indicated by a pseudo-colour scale (right).

HIF-1 (hypoxia-inducible factor 1, a protein complex) regulates gene transcription cascades in response to hypoxia^70–72^. Its expression increases within minutes under hypoxic conditions^73^. We constantly perfused oxygenated solution through the tissue as we isolated neurons from the superficial 40 µm of the tissue slices (e.g., Fig. 1b) wherein there is no diminution of the oxygen gradient^74, 75^. *Hif1a*, differentially-expressed at higher levels in Dbx1 neurons, encodes the O_2_-sensing component of the complex (the HIF-1α subunit). In heterozygotic *Hif1a* knockouts, the carotid body, the primary sensor of arterial O_2_, no longer reacts to hypoxia, which is lethal^76^. To our knowledge HIF-1α has not been associated with respiratory rhythm generation directly, although its upregulation in brainstem may occur at high-altitudes during hypoxic conditions^77^. 

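Mean RPKM of Hif1a was 48.4 ± 17.5 in the Dbx1 samples and 15.1 ± 5.52 in the non-Dbx1 samples (SD, n = 3). The direction held in all 6 fits that each left out 1 sample, which the separation of the groups made certain. From the level of Hif1a and its difference between the groups, the paper proposes that Dbx1 preBötC neurons may be set up to raise ventilation in hypoxia.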

HIF-1α being highly- and differentially expressed in core rhythmogenic neurons suggests that Dbx1 preBötC neurons may be programmed to increase ventilation in response to hypoxia.

HIF-1α is widely associated with angiogenesis^78^. preBötC neurons are embedded within a network of arterioles^79^ like chemosensitive retrotrapezoid neurons^80^, which suggests that preBötC neurons, like their retrotrapezoid counterparts, need access to blood for chemosensation.

*Pbx3* is a *Hox* gene cofactor^81^. The expression pattern for *Pbx3* is mosaic in transverse sections of the newborn mouse medulla at the level of the preBötC^82^ as well as in parasagittal sections from the Allen Institute developing mouse brain atlas (AIDMBA) (Fig. 5a, AIDMBA: P4, *Pbx3*, slide 10). *Dbx1* and *Pbx3* knockout-mice both die perinatally due to central hypoventilation^3, 4, 82^. *Dbx1* knockout mice never breathe and form no preBötC^3, 4^. In contrast, the *Pbx3* knockout mice breathe irregularly with periodic apnoea, which indicates that the preBötC is present but dysfunctional. *Pbx3* was shown to interact with other *Pbx* genes and *Hox* genes to influence connectivity of motor neurones in ipsilateral motor pools^83^. We posit that *Pbx3* may influence ipsilateral connectivity in the preBötC. Commissural connectivity, in contrast, is governed by *Robo3* in Dbx1 preBötC neurons^3^, which was ostensibly undetected (Dbx1 samples, RPKM = 0.06 ± 0.06; non-Dbx1 samples, RPKM = 0.01 ± 0.02) most likely because commissural projections are mature by early post-natal development. 

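Robo3 had 0 to 11 reads per sample. RPKM was 0, 0.122 and 0.0480 in the Dbx1 samples and 0, 0.0293 and 0 in the non-Dbx1 samples, and 3 reads would have given at most 0.0387 RPKM in a sample. The means were 0.0567 ± 0.0615 and 0.00976 ± 0.0169 (SD, n = 3).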

Failure to properly interconnect locally could impair emergent network rhythmicity^6, 24^, and impede normal respiration in *Pbx3*-deficient mice.

**Figure 5:**
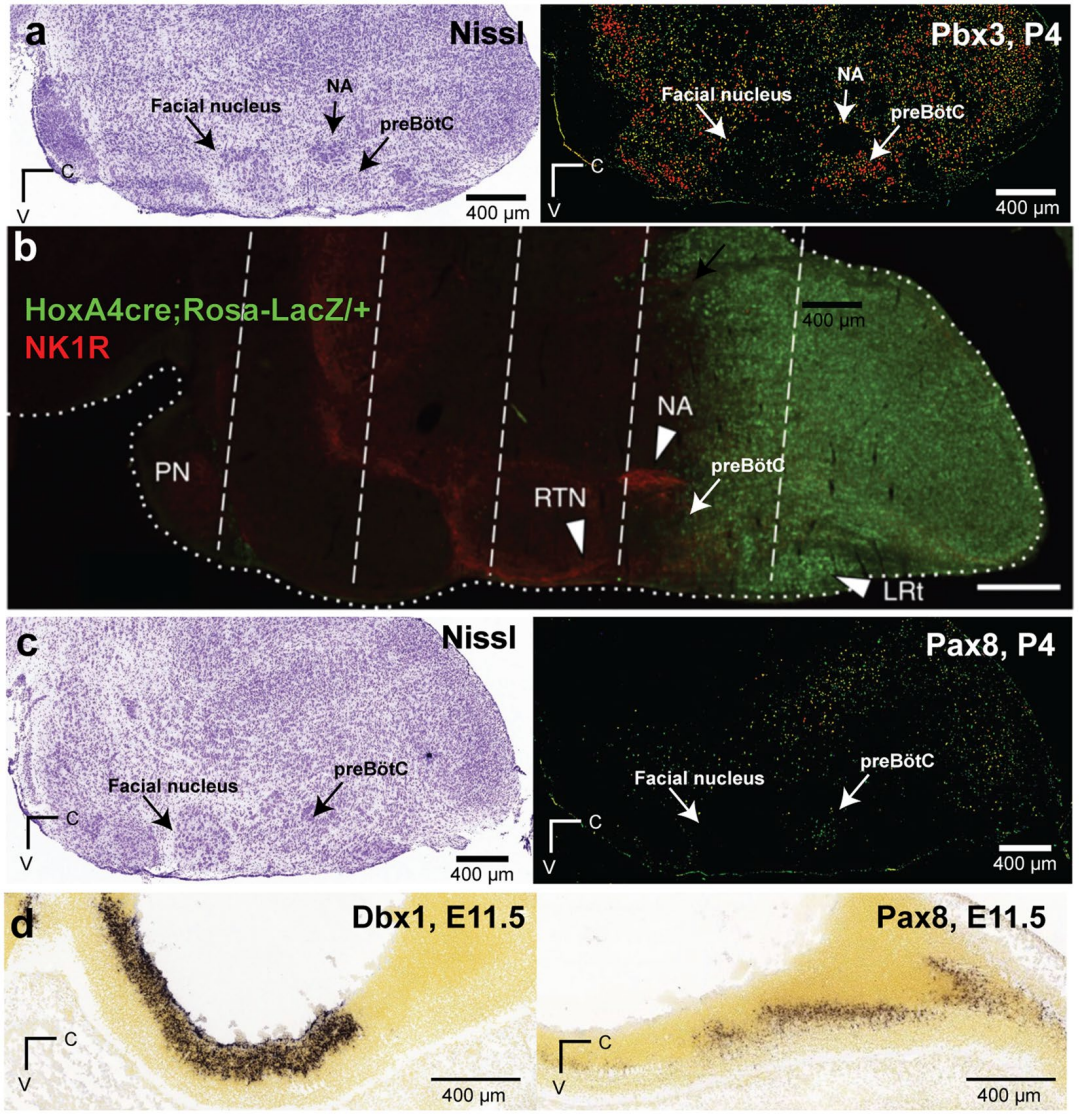
Transcription factors in the hindbrain and preBötC. (**a**) Nissl-stained section (left) and corresponding section labelled by *in situ* hybridization for *Pbx3* (Allen Institute Developing Mouse Brain Atlas [AIDMBA], *Pbx3* at P4, slide 10, expression *in situ* is codified by green-red pseudo-colour scale by AIDMBA). (**b**) *Hoxa4*-expressing brainstem cells (green) in a parasagittal section with NK1R (*Tacr1*) labelling in red. Modified from Fig. 2 of Huang *et al*., 2012 (ref. 92), used with permission. (**c**) Nissl-stained section (left) and corresponding section labelled by *in situ* hybridization for *Pax8* (AIDMBA, *Pax8* at P4, slide 11). (**d**) Parasagittal sections of the mouse brainstem at E11.5 showing *Dbx1* and *Pax8* expression, respectively (AIDMBA, *Dbx1* at E11.5, slide 9; *Pax8* at E11.5, slide 9).

*Mafb* (in the 27^th^ position of Fig. 2d, lower) is essential for neonatal breathing; the preBötC in mice lacking *Mafb* suffers severe anatomical deficits, including overall cell loss^84^. No evidence indicates differential expression of *Mafb* in the Dbx1 preBötC population (L2FC = 0.25, p = 0.57, FDR = 1.0).

*Phox2b* is a key regulator of autonomic visceral reflex pathways^85–87^ as well as cardiorespiratory-related chemosensitive circuitry^88–90^. *Phox2b* was detected in 2 of 3 non-Dbx1 samples, undetected in 2 of 3 Dbx1 samples, and minimally detected in the third Dbx1 sample. However, *Phox2b* did not meet the criterion for differential expression (L2FC = −1.75, p = 0.0060, FDR = 0.28, Fig. 2d [36^th^ position, upper plot] and Fig. 4).

Homeobox (Hox) genes govern cell fate identity along the anterior-posterior axis^91^. We observed a cascade of expression among the *Hox2*–*5* genes across the *Hoxa*, *Hoxb*, *Hoxc*, and *Hoxd* chromosomal clusters, which peaked with *Hoxa4* (Fig. 4). 

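Of the 12 Hox genes of paralogue groups 2 to 5, 11 had reads in the Dbx1 samples and 12 in the non-Dbx1 samples, with means of 8.68 and 5.58 RPKM. Of the 27 Hox genes of other groups shown in Fig. 4, 13 had no reads in any sample, and their means were 0.0210 and 0.104 RPKM. Hoxa4 was the highest in the Dbx1 samples, at 44.7 RPKM, and Hoxa2 in the non-Dbx1 samples, at 16.1. Hoxa5 had reads only in non-Dbx1 replicates 1 and 2, at 1.40 and 11.1 RPKM.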

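RPKM of Hoxa4 (ENSMUSG00000000942) was 66.3, 44.2 and 23.5 in the Dbx1 samples and 19.6, 12.7 and 11.3 in the non-Dbx1 samples, without overlap. The L2FC was 1.48 (standard error 0.403, limma FDR = 0.787).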

*Hoxa4* showed the second highest ∆RPKM among all transcription factors (Fig. 2d, lower plot, and Fig. 4), but it did not pass the threshold for differential expression (L2FC = 1.39, p = 0.0022, FDR = 0.16). In the anterior-posterior axis of the lower medulla, *Hoxa4* expression stops at the caudal border of the compact division of the nucleus ambiguus, which coincides with the rostral limit of the preBötC (Fig. 5b, reproduced with permission from ref. 92), and thus *Hoxa4* expression might influence the rostral preBötC boundary, which would apply to both Dbx1 and non-Dbx1 neurons. *Hox* genes that are also relevant to respiration, in the cervical spinal cord and not the brainstem, include *Hoxa5* and *Hoxc5*^93^, which influence phrenic motoneuron development and survival. That these genes continue to be expressed postnatally to maintain the organization of phrenic motor columns may be generalizable to postnatal expression of *Hox* genes in the preBötC postnatally, but that remains to be investigated.

Paired box (*Pax*) genes influence cell lineage specification^94^. 

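Pax8 (ENSMUSG00000026976) had the highest mean RPKM of the 9 Pax genes of Fig. 4 in either group, at 17.8 ± 16.2 in the Dbx1 samples and 14.8 ± 8.08 in the non-Dbx1 samples (SD, n = 3). The single values ran from 1.22 to 33.5 within the Dbx1 samples alone. The L2FC of −0.31 had a standard error of 0.947 (limma FDR = 0.984) and changed sign under 3 alternatives, among them the log2 of the ratio of group mean RPKM, at 0.26.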

*Pax8* was the highest expressed transcription factor of its class (Fig. 4) in both Dbx1 and non-Dbx1 neurons (L2FC = 0.17, p = 0.79, FDR = 1.0), which is notable because *Pax8* expression perdures in ventral hindbrain neurons in adult mice^95^. Data from the AIDMBA show *Pax8* expression clustered in the vicinity of the preBötC at P4 (Fig. 5c; *Pax8*, slide 11) and *Pax8* expression is on the ventral edge of Dbx1 expression at E11.5 (Fig. 5d and e, AIDMBA: *Dbx1*, slide *9*, and *Pax8*, slide 9). 

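Pax7, on chromosome 4 from 139737062 to 139833528 of GRCm38, had no reads in any of the 6 samples. With the exon length of the annotation, 3 reads would have given at most 0.0725 RPKM.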

*Pax7* was completely undetected (Fig. 4). *Pax2* had the highest L2FC among *Pax* genes but did not meet the criterion for differential expression (L2FC = 1.39, p = 0.0067, FDR = 0.30). 

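RPKM of Pax2 was 2.75, 3.95 and 5.16 in the Dbx1 samples and 1.11, 0.547 and 1.93 in the non-Dbx1 samples, without overlap (exact permutation test, p = 0.10). Its L2FC of 1.19 (standard error 0.560, limma FDR = 0.912) was the highest of the 9 Pax genes.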

Even though *Pax8* and *Pax2* were not differentially expressed, these data are consistent with core preBötC rhythmogenic neurons making up the ventral subset of V0 interneurons (*i.e*., V0_V_), which express Dbx1 as well as *Pax8* and *Pax2*, but not *Pax7*. In contrast, Dbx1-derived dorsal interneurons (V0_D_), which may reside in the reticular formation and not the preBötC, express *Pax7*^3, 96–98^.

*Dbx1* was undetected in preBötC neurons (Fig. 4) because its expression is restricted to embryonic development (E9.5-E11.5)^3, 4, 16, 96^. 

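Dbx1, on chromosome 7 from 49631499 to 49636849 of GRCm38, had no reads in any sample. With the exon length of the annotation, 3 reads would have given at most 0.222 RPKM.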

Two of the Dbx1 samples (Pos2 and Pos3) exhibited *Evx1* expression for a mean RPKM of 5.76. The third Dbx1 sample (Pos1) did not show *Evx1* expression. *Evx1* was not detected in any non-Dbx1 samples. 

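Evx1 measured 7.84 RPKM in Dbx1 replicate 2 and 3.67 in Dbx1 replicate 3, a mean of 5.76. It had no reads in Dbx1 replicate 1 or in the 3 non-Dbx1 samples, where 3 reads would have given at most 0.119 RPKM (exact permutation test between the groups, p = 0.40).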

Because four of the six samples did contain detectable *Evx1*, DESeq. 2 cannot compute statistics beyond raw reads. Nevertheless, we suspect that a significant subset of Dbx1-expressing progenitor cells differentiate into *Evx1*-expressing ventral (V0_V_) interneurons, which ultimately form the preBötC core. In the lumbar spinal cord, *Evx1* expression is critical for V0_V_ interneuron identity^99^. Commissural V0_V_ interneurons in zebrafish spinal cord require *Evx1* (and *Evx2*) to become glutamatergic^100^. We posit that *Evx1* may play analogous roles in Dbx1-derived interneurons of the preBötC.

One Dbx1 sample (Pos1) expressed *En1*, which defines canonical V1 interneurons^101–103^. 

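En1 measured 7.19 RPKM in Dbx1 replicate 1 and 9.55 in non-Dbx1 replicate 1, from 150 and 162 reads. In the other samples it was at most 0.134 RPKM, from 3 reads.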

*En1* expression in the ventral medulla at early postnatal stages overlaps with the preBötC so one of our samples may have inadvertently included *En1*-expressing interneurons (AIDMBA, P1, engrailed 1, *i.e*., *En1*, slides 52–54), which would also explain the lack of *Evx1* expression in Pos1, since these two transcription factors (Evx1 and En1) are mutually exclusive in V0 and V1 interneurons, respectively^102^.

Within the non-Dbx1 population, we found two differentially expressed genes associated with inhibitory neurons. *Gata2* (L2FC = −3.78, p = 2.57E-12, FDR = 7.62E-09,) specifies inhibitory V2b interneurons in spinal cord locomotor circuits^104^. 

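Gata2 (ENSMUSG00000015053) lies on chromosome 6 from 88193891 to 88207032 of GRCm38. RPKM was 2.78, 3.86 and 9.92 in the non-Dbx1 samples and 0.118, 0.219 and 0.203 in the Dbx1 samples, from 8 to 796 reads per sample, without overlap (exact permutation test, p = 0.10). The L2FC was −2.31 (standard error 0.583, limma FDR = 0.724). With a pseudocount of 0.1 in place of 1, the L2FC was −4.14 and the FDR 0.635.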

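RPKM of Htr1a (ENSMUSG00000021721), on chromosome 13 from 105443639 to 105448122 of GRCm38, was 12.6, 3.92 and 21.8 in the non-Dbx1 samples and 2.21, 0.778 and 1.13 in the Dbx1 samples. Every non-Dbx1 sample was above every Dbx1 sample. The L2FC was −2.32 (standard error 0.655, limma FDR = 0.801).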

Also, the 5-HT_1A_ receptor (*Htr1a*, L2FC = −2.37, p = 0.000031, FDR = 0.009) is associated with glycinergic (*i.e*., non-Dbx1) preBötC neurons^105^. These data suggest that non-Dbx1 preBötC neurons are inhibitory, and thus could transiently suppress activity expiratory parafacial neurons^35–38^ or the post-inspiratory interneurons^39^, which are silent during preBötC inspiratory bursts. Inhibitory non-Dbx1 preBötC neurons might also coordinate inspiratory rhythm with whisking and other orofacial behaviors^40, 41^.

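Atoh1, on chromosome 6 from 64729125 to 64731245 of GRCm38, had no reads in any sample, and 3 reads would have given at most 0.219 RPKM with the exon length of the annotation.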

Neither Dbx1 nor non-Dbx1 preBötC neurons express *Atoh1* (Fig. 4), which is an embryonic transcription factor associated with progenitors of the central chemoreceptive ventral parafacial (pF_V_) or retrotrapezoid nucleus^43, 106–108^. We observed low expression of *Tlx3* and *Egr2* (a.k.a., *Krox20* [ref. 109]). The combined RPKM of *Tlx3* and *Egr2* measured 0.78 ± 1.20. Those data are not surprising because *Tlx3* and *Egr2* are associated with the parafacial and serotonergic raphé neurons, but not preBötC neurons. 

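The mean of 0.786 ± 1.20 RPKM (SD over 2 genes in 6 samples) was 1.08 ± 1.63 in the Dbx1 samples and 0.497 ± 0.552 in the non-Dbx1 samples. Tlx3 had values of 0, 0.0866 and 2.16 in the Dbx1 samples and 0, 1.07 and 0 in the non-Dbx1 samples, and Egr2 had 0.268, 3.93 and 0.0180 and 0.659, 0.0586 and 1.20.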

*Tshz3* and *Mecp2*, which are linked to respiratory-related dysfunction, and the latter specifically with Rett syndrome^110–112^, showed modest expression across both Dbx1 and non-Dbx1 neurons. Their combined RPKM measured 3.33 ± 1.62.

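Syt10 (ENSMUSG00000063260), on chromosome 15 from 89782393 to 89841860 of GRCm38, measured 4.43, 9.00 and 3.35 RPKM in the Dbx1 samples and 0.252, 0 and 0 in the non-Dbx1 samples, from 0 to 125 reads per sample. The groups did not overlap. The L2FC was 2.52 (standard error 0.548, limma FDR = 0.697), and the lowest FDR under any alternative was 0.272.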

A notable gene, which is not a transcription factor, but was significantly differentially expressed in Dbx1 samples was synaptotagmin-10 (*Syt10*, L2FC_*Syt10*_ = 2.34, p = 0.00034, FDR = 0.047), which is involved in synaptic exocytosis^113, 114^, and could be involved in synaptic depression observed in preBötC rhythmogenic neurons^24, 115^.

### Neonatal preBötC transcriptome provides a baseline for comparative analyses during development

We present this transcriptome, including non-coding transcripts, from perinatal Dbx1 preBötC neurons, which are obligatory rhythm- and pattern-generating interneurons for breathing. We also present the transcriptome of non-Dbx1 preBötC neurons, which serve non-rhythmogenic respiratory and non-respiratory functions. We analysed the perinatal transcriptome because animals at this age are widely employed in respiratory neurobiology research, and provide testable predictions for experiments in adult rodents^2, 11, 116, 117^. Further, brainstem tissue explants from neonatal fluorescent reporter mice are optimal for visual identification and isolation of single cells. These data can be exploited or meta-analysed to design new experiments and approaches that manipulate Dbx1 and non-Dbx1 neuron development and physiology and thus elucidate their roles in the neural generation and control of breathing.

## Methods

### Animals

All procedures were approved by the Institutional Animal Care and Use Committee at the College of William and Mary, which conforms to the guidelines of the US Public Health Service policy on humane care and use of laboratory animals (Office of Laboratory Animal Welfare, the National Institutes of Health, Bethesda, MD). To identify Dbx1-derived preBötC neurons, we crossed female tamoxifen-inducible Dbx1 Cre-driver mice (*Dbx1*^CreERT2^; Hirata *et al*., 2009; stock no. 028131, The Jackson Laboratory, Bar Harbor, ME) with male reporter mice whose *Rosa26* locus was modified by targeted insertion of a *loxP*-flanked STOP cassette followed by a gene for the fluorescent protein *tdTomato* (*Rosa26*^tdTomato^, stock no. 007905; The Jackson Laboratory). Tamoxifen (22.5 mg/kg body mass) was administered to pregnant dams during gestation at embryonic day 9.5 (ref. 16). In their offspring, *Dbx1*^CreERT2^; *Rosa26*^tdTomato^ mice, Cre-mediated recombination resulted in cytosolic tdTomato expression in cells derived from *Dbx1*-expressing progenitors.

### Medullary slices

Neonatal *Dbx1*^CreERT2^; *Rosa26*^tdTomato^ mice (postnatal day 2) of both sexes were anesthetized by hypothermia and their neuraxes were dissected in ice-cold artificial cerebrospinal fluid (aCSF) containing the following (in mM): 124 NaCl, 3 KCl, 1.5 CaCl_2_, 1 MgSO_4_, 25 NaHCO_3_, 0.5 NaH_2_PO_4_, and 30 dextrose equilibrated with 95% O_2_/5% CO_2_, pH 7.4. We prepared transverse brainstem sections (500 µm thick) whose rostral surface exposed the preBötC, which was verified by its position between the semi-compact division of the nucleus ambiguus and the dorsal boundary of the principal loop of the inferior olive^118^ (Fig. 1a). Slices were perfused with ice-cold aCSF bubbled with 95% O_2_/5% CO_2_ at 5 ml/min.

### Neuron isolation

Dbx1 preBötC neurons were identified using epifluorescence and removed under bright-field imaging (specifically, a version of differential interference contrast microscopy called ‘Dodt’ by Zeiss) on a fixed-stage microscope. Non-Dbx1 neurons were identified as neuronal somata without tdTomato fluorescence. We fabricated and heat-sterilized micropipettes from borosilicate capillary glass (1.50 mm outer diameter, 0.86 mm inner diameter). Micropipettes were devoid of solution prior to the isolating cells. After forming a seal with the plasma membrane, we applied negative pressure to draw single neurons into the tip of the micropipette (Fig. 1b). Tips containing the sampled neurons were immediately broken in sterile RNase/DNase-free tubes submersed in liquid nitrogen until a total of 15 neurons were collected. Each sample of 15 neurons was collected from a different animal (Fig. 1c, n = 6). We also performed mock cellular isolations as a control, bringing micropipettes into contact with the slice surface but without collecting cells. In mock cell isolations, we drew the same amount of fluid as real experiments, and performed cDNA synthesis in exactly the same manner as the real samples (n = 3).

### cDNA synthesis

Nuclease-free water and lysis buffer with RNase inhibitor, from the SMART-Seq v4 ultra low input RNA kit for Sequencing (634889, Clontech, Mountain View, CA), were added to each tube to raise the volume to 10.5 μL. The contents were incubated with sonication for 5 min to lyse the neurons and release cytoplasmic RNA, and then transferred to a 0.2 mL RNase-free PCR tube. First strand cDNA was synthesized by performing reverse transcription in a thermal cycler (42 °C for 90 min, 70 °C for 10 min). Then these cDNAs were primed with the 3′ SMART-Seq CDS Primer IIA, and we used the SMART-Seq v4 Oligonucleotide for template switching at the 5′ end of the transcript. The cDNA was then amplified by LD-PCR from the SMART sequences introduced by 3′ SMART-Seq CDS Primer IIA and the SMART-Seq v4 Oligonucleotide in a heated thermal cycler (95 °C for 1 min, 17 cycles of 98 °C for 10 s, 65 °C for 30 s, 68 °C for 3 min; 72 °C for 10 min). PCR-amplified cDNA was purified by immobilization on Agencourt AMPure XP beads (A63880, Beckman Coulter, Brea, CA), which were then washed with 80% ethanol and cDNA was eluted with elution buffer. Amplified cDNA was validated using the Agilent 2100 Bioanalyzer and Agilent’s High Sensitivity Kit (5067-4626, Agilent Technologies, Santa Clara, CA), and its concentration was determined using Qubit dsDNA High-sensitivity Assay Kit (Molecular Probes). The full-length cDNA output was processed with the Nextera Library Preparation Kits (FC-131-1024, Illumina, San Diego, CA) to obtain cDNA libraries for RNA-Seq experiments. Dbx1 and non-Dbx1 samples contained an average of 1481 ± 352 pg/µl of amplified cDNA, whereas mock cell-isolation samples contained 93 pg/µl cDNA (n = 3). Thus our transcriptome reflects cytoplasmic RNA from preBötC neurons. Figure 1d illustrates cDNA synthesis and quality control steps.

### Sequence analysis

The six cDNA libraries were submitted to the DNA Sequencing Center at Brigham Young University (Provo, UT) for sequencing on an Illumina - HiSeq. 2500. We received an average of 15,310,365 single-end reads per sample, with an average read length of 49.5 bp (range: 35–50 bp). We received these sequences and quality scores in the form of FASTQ files (first part of Fig. 1e) and aligned them to the mm10 murine genomic database from the University of California at Santa Cruz (http://hgdownload.soe.ucsc.edu/downloads.html) using Tophat2 software^119^ with the parameters specified in “TophatParameters.txt”, running on the Galaxy cluster computer at Johns Hopkins University (https://usegalaxy.org/). Average mapping rate was 85%. We sorted the binary alignment/map (BAM) files using Samtools (http://www.htslib.org/download/), utilities that process short DNA sequence read alignments, and then we applied HTSeq-count^120^ to map reads to genes with the following general command:

htseq-count -f ba×m -s no -i gene_name BAMFILE.bam genes.gtf> BAMFILE.txt

where genes.gtf is the gene annotation from the *Ensembl* (described below). This resulted in an average of 21,131,831 aligned reads across the six samples of which 7,815,666 uniquely mapped to genes. We implemented custom Python scripts to compute reads per kilobase of transcript per million mapped reads (RPKM) for each gene in each sample by normalizing for exon length according to the *Ensembl* mouse gene annotation database. These scripts read the *Ensembl* mouse gene annotation database (http://www.ensembl.org/Mus_musculus/Info/Index), and then apply the gtf-to-genes−1.40 package (https://pypi.python.org/pypi/gtf_to_genes) to extract the total exon length for each gene. 

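The exon length behind each gene's RPKM was recovered from the deposited values and the number of reads of the sample. For the 7883 genes with at least 1000 reads, its median ratio to the merged exon length in GENCODE vM21 was 1.45. It equalled the sum of all distinct exons for 22.2% of them and the merged exon length for 8.26%. Of the genes with a single annotated transcript, 85.3% had the merged length, against 0.34% of the others. For Oprm1 it was 17457 bases against a merged length of 8037.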

We analysed transcription factors by cross-referencing our transcriptome data to the Riken Institute (Wako, Saitama, Japan) list of transcription factors (http://genome.gsc.riken.jp/TFdb/tf_list.html) and the TF-checkpoint database (http://www.tfcheckpoint.org/data/TFCheckpoint_download_180515.txt) from the Norwegian University of Science and Technology (Trondheim, Norway). We evaluated differential gene expression between Dbx1 and non-Dbx1 samples via the DESeq. 2^121^ algorithms performed on the HTSeq-count output (Fig. 1e).

We wrote more than 20 custom Python/R scripts to process the data displayed in Figs. 2–4 and Supplementary Figs S1–S9; and to process the DESeq. 2 results. These start from the BAM files generated from running the original FASTQ files on Tophat with the default parameters using the UCSC mm10 standard murine genome. They may be run sequentially from the beginning using the “runAll.sh” shell script that has been provided. The bioinformatics procedures are illustrated schematically in Fig. 1e. These scripts are freely available and open source (http://dbx1seq.sourceforge.net/).

### Differential expression

We evaluated differential gene expression between Dbx1 and non-Dbx1 neurons using DESeq. 2 (ref. 121), which computes the probability of obtaining the observed mean difference in gene expression if the Dbx1 and non-Dbx1 samples were drawn from the same underlying genetically homogenous population (the null hypothesis) as well as an adjusted probability, which reflects the false discovery rate (FDR) associated with multiple comparisons (*i.e*., ~50,000 genes). Significance level was set at FDR = 0.1 by convention. DESeq. 2 modifies the dataset to account for heteroscedasticity intrinsic to RNA-Seq data when calculating the raw p-value from a Wald test. DESeq. 2 calculates FDR^32^ using a Benjamini-Hochberg correction^31^, which aggressively combats Type I errors, *i.e*., false positive discoveries^31, 32^ at the expense of inflating false negatives (Type II errors)^33^. Acknowledging that p-value thresholds can be misleading if experiments are not analysed in context^122^, we interpret our data according to raw and adjusted probability (*i.e*., FDR) for genes that prior and corroborating literature suggests have respiratory neurobiological relevance. The associated log_2_ fold change (L2FC) quantifies the degree of differential expression. L2FC > 0 for genes more highly expressed in the Dbx1 samples; L2FC < 0 for genes more highly expressed in the non-Dbx1 samples.

### Data availability

The original data, which includes FASTQ files (raw nucleotide sequences and quality scores) and processed data files (sequenced reads that have been aligned and normalized to a murine reference genome) are publicly available in the NCBI Gene Expression Omnibus database, https://www.ncbi.nlm.nih.gov/geo/, accession number GSE100356.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Transcriptome of neonatal preBötzinger complex neurones in Dbx1 reporter mice
**Source:** Sci Rep. 2017 Aug 17;7:8669. doi: 10.1038/s41598-017-09418-4
**Supplement:** Supplementary file 1 — Supplementary Information

Manuscript title: Transcriptome of neonatal preBötzinger complex neurones in Dbx1 reporter mice

Authors: John A. Hayes, Andrew Kottick; Maria Cristina D. Picardo; Andrew D. Halleran; Ronald D. Smith; Gregory D. Smith; Margaret S. Saha; and Christopher A. Del Negro

## **SUPPLEMENTARY INFORMATION**

### ***Charge carriers: inward currents***

Sodium, calcium, and transient receptor potential (TRP) ion channels underlie inward currents in preBötC neurons.

Inspiratory bursts in preBötC neurons depend on periodic synaptic drive from the network of synaptically interconnected rhythmogenic neurons, as well as intrinsic inward charge carriers, including persistent  $\text{Na}^+$  current ( $I_{\text{NaP}}$ )<sup>1–6</sup> and  $\text{Ca}^{2+}$ -activated nonspecific cationic current ( $I_{\text{CAN}}$ )<sup>7–12</sup>. Voltage-gated  $\text{Ca}^{2+}$  currents do not appear to be major charge carriers but rather mediate synaptic transmission and activate other currents (e.g.,  $\text{Ca}^{2+}$ -dependent  $\text{K}^+$  currents and  $I_{\text{CAN}}$ ) throughout the respiratory medulla, including the preBötC<sup>13–16</sup>.

$\text{Na}^+$  currents arise from pore-forming  $\alpha$ -subunits while  $\beta$ -subunits modulate voltage dependence and kinetics. Nav 1.6  $\alpha$ -subunits give rise to persistent ( $I_{\text{NaP}}$ ) and resurgent ( $I_{\text{NaR}}$ )  $\text{Na}^+$  currents<sup>17–19</sup>. The  $\beta 4$  subunit, when co-expressed with the Nav 1.6  $\alpha$ -subunit, produces  $I_{\text{NaR}}$  in particular<sup>20</sup>.

In Dbx1 neurons, we found non-zero expression (Supplementary Fig. S3) of the pore-forming subunits Nav1.1 (*Scn1a*), Nav 1.2 (*Scn2a*), Nav 1.3 (*Scn3a*), Nav 1.6 (*Scn8a*), and Nav 1.7 (*Scn9a*), which is broadly consistent with RT-PCR results obtained from rat preBötC neurons<sup>4</sup>. We also detected  $\text{Na}^+$  channel-related  $\beta$ -subunits *Scn4b* and *Scn2b*. Between the Dbx1 and non-Dbx1 neurons, there was no differential expression between any of these sodium  $\alpha$ - or  $\beta$ -subunits ( $p > 0.05$  and FDR  $> 0.1$ ).

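The 12 Na+ channel genes of Supplementary Fig. S3 all had reads in both groups, and 11 of them in all 6 samples. Mean RPKM in the Dbx1 and non-Dbx1 samples was 20.5 and 13.2 for Scn2a, 10.7 and 5.61 for Scn1a, 9.21 and 11.1 for Scn3a, 5.32 and 5.81 for Scn8a and 3.54 and 3.35 for Scn9a. L2FC ranged from −0.84 for Scn3b to 0.82 for Scn1a, and the lowest limma FDR was 0.936. Scn4b had values of 0.328, 0 and 5.08 in the Dbx1 samples and 0, 1.01 and 0 in the non-Dbx1 samples, and Scn2b had 0.977, 1.29 and 0.977 and 4.38, 1.45 and 0.644.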

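Asic2 measured 30.6 ± 7.62 RPKM in the Dbx1 samples and 40.6 ± 9.44 in the non-Dbx1 samples (SD, n = 3). Asic1 measured 29.3 ± 16.8 and 41.9 ± 9.81. They were the 2 highest of the 12 genes in both groups, with Asic2 first in the Dbx1 samples and Asic1 first in the non-Dbx1 samples by mean RPKM.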

The highest expression of Na<sup>+</sup> channel-related genes in either the Dbx1 or non-Dbx1 sample sets were the acid-sensing ion channels *Asic2* and *Asic1* (Supplementary Fig. S3), which is consistent with a recent report that both are widespread in ventrolateral medullary neurons<sup>21</sup>.

A widely disseminated preBötC model proposed that a Na<sup>+</sup> leak current maintained high excitability in preBötC neurons<sup>1,22</sup>. 

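RPKM of Nalcn was 13.0 ± 2.48 in the Dbx1 samples and 12.9 ± 4.36 in the non-Dbx1 samples (SD, n = 3), an L2FC of 0.05 with a standard error of 0.361.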

The *Nalcn* gene codes for the underlying Na<sup>+</sup> leak channel, which is highly expressed in both Dbx1 and non-Dbx1 neurons (Supplementary Fig. S3). *Nalcn* is essential for normal breathing rhythms<sup>23</sup> and the NALCN channel is modulated by SP<sup>24–26</sup>.

The role of *I<sub>CAN</sub>* has not been unambiguously evaluated in living animals (*q.v.*, ref. 27), partially because its underlying ion channels are unknown, and because of promiscuous pharmacology<sup>28</sup>. It remains likely that *I<sub>CAN</sub>* is mediated by a channel (or channels) from the transient receptor (TRP) superfamily<sup>29–32</sup>. TRP channels are quaternary and generally homomeric. Our group and Mironov hypothesized that *I<sub>CAN</sub>* may be principally formed by TRPM4 or TRPM5 channels<sup>10–12,33</sup> because of their modulation by Ca<sup>2+</sup> and monovalent cation permeability<sup>29–32</sup>.

We found *Trp* genes expressed in Dbx1 preBötC neurons (Supplementary Fig. S4). *Trpc3* is particularly highly expressed (Dbx1 neurons RPKM = 18.5 ± 8.9). TRPC3 is therefore a novel candidate to exploit in transgenic *in vivo* studies aiming to address the source and importance of *I<sub>CAN</sub>* in breathing behavior.

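RPKM of Trpc4 (ENSMUSG00000027748), on chromosome 3 from 54156035 to 54318471 of GRCm38, was 4.85, 9.78 and 0.960 in the Dbx1 samples and 0.781, 0.442 and 0.197 in the non-Dbx1 samples. The L2FC was 1.78 (standard error 0.708, limma FDR = 0.912).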

*Trpc4* was differentially expressed between Dbx1 and non-Dbx1 neurons (p = 0.00016, FDR = 0.03) and higher in Dbx1 neurons specifically (L2FC = 2.30). It seems unlikely that TRPC4 gives rise to *I<sub>CAN</sub>* in the preBötC because that channel typically forms receptor-operated Ca<sup>2+</sup>-permeable cation channels<sup>34–36</sup> rather than Ca<sup>2+</sup>-activated monovalent-permeable channels. It remains possible that *Trpc4* expression influences respiratory rhythm in a yet-to-be-determined manner, but because *Trpc4* homozygotic knockout mice breathe normally and are viable we think that unlikely<sup>37</sup>.

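Trpm4 measured 0.862 ± 0.619 RPKM in the Dbx1 samples and 1.04 ± 1.36 in the non-Dbx1 samples (SD, n = 3), an L2FC of 0.02.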

*Trpm4* was detected in both Dbx1 and non-Dbx1 neurons, but at relatively low levels compared to *Trpc3* and *Trpmc4* (Supplementary Fig. S4). 

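Trpm5 had 0 to 3 reads per sample, with an RPKM of 0.0298 in Dbx1 replicate 1, 0.00922 in non-Dbx1 replicate 2 and 0 in the others. In a sample of the lowest depth, 3 reads would have given 0.0366 RPKM.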

*Trpm5* was completely undetectable in Dbx1 and non-Dbx1 neurons.

A balance of P/Q-type calcium channels (*Cacna1a*) and N-type calcium channels (*Cacna1b*) are required for stable respiratory activity within the preBötC<sup>14</sup>, and indeed, we confirmed widespread expression of both classes in Dbx1 and non-Dbx1 neurons as (Supplementary Fig. S5). 

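Cacna1a measured 9.53 ± 6.18 RPKM in the Dbx1 samples and 7.82 ± 1.27 in the non-Dbx1 samples, and Cacna1b measured 11.1 ± 7.60 and 8.76 ± 3.93 (SD, n = 3). Both genes had at least 539 reads in every sample.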

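In the Dbx1 and non-Dbx1 samples, mean RPKM was 4.40 and 4.48 for Cacna1g, 2.25 and 1.24 for Cacna1h, and 0.554 and 1.97 for Cacna1i.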

The three known Cav 3.X genes that give rise to T-type calcium channels (*Cacna1g*, *Cacna1h*, *Cacna1i*) were relatively sparsely expressed. 

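Cacna1d measured 2.25, 5.07 and 3.28 RPKM in the Dbx1 samples and 20.6, 7.59 and 2.47 in the non-Dbx1 samples, an L2FC of −0.98 (standard error 0.687, limma FDR = 0.939). Mean RPKM in the Dbx1 samples was 0.595 for Cacna1c, 0.0284 for Cacna1s and 0.0241 for Cacna1f.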

Of the four generally recognized genes giving rise to L-type currents (*i.e.*, *Cacna1s* [Cav1.1], *Cacna1c* [Cav1.2], *Cacna1d* [Cav1.3], and *Cacna1f* [Cav1.4])<sup>38</sup>, the only gene with non-negligible expression in either Dbx1 or non-Dbx1 neurons was the Cav1.3 (*Cacna1d*, RPKM = 3.53 [Dbx1 samples]). 

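Cacna1e measured 1.80 ± 1.07 RPKM in the Dbx1 samples and 2.10 ± 0.439 in the non-Dbx1 samples (SD, n = 3).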

The R-type calcium channel mediating gene expression (*Cacna1e* [Cav2.3]) was also moderately expressed in Dbx1 neurons (RPKM = 1.8).

### **Charge carriers: outward currents**

Only a few studies have examined outward currents in preBötC neurons, such as activity-dependent outward currents involved in burst termination<sup>39,40</sup> and transient K<sup>+</sup> (*I<sub>A</sub>*)<sup>41–44</sup>.

Potassium currents are attributable to voltage-gated K<sup>+</sup> channels (KvX.X [*i.e.*, *KcnaX*, *KcnbX*, *KcncX*, *KcndX*, and *KcnhX*]), inward-rectifier K<sup>+</sup> channels (KirX.X [*i.e.*, *KcnjX*]), as well as Ca<sup>2+</sup>-activated K<sup>+</sup> channels of the SK-type (K<sub>Ca</sub>2.1 [*Kcnn1*], K<sub>Ca</sub>2.2 [*Kcnn2*], and K<sub>Ca</sub>2.3 [*Kcnn3*]), BK-type (K<sub>Ca</sub>1.1 [*Kcnma1*]), and IK-type (K<sub>Ca</sub>3.1 [*Kcnn4*]). Their expression levels are plotted in Supplementary Fig. S6.

The only K<sup>+</sup> current uniquely found in inspiratory neurons is *I<sub>A</sub>*<sup>39,44,45</sup>. Inspiratory neurons that express *I<sub>A</sub>* are among the earliest neurons to activate during a respiratory cycle<sup>44,45</sup>, which is a sign of rhythmogenic function. We showed that 56% of Dbx1 preBötC neurons express *I<sub>A</sub>*<sup>46</sup>, which is consistent with the fraction of putatively rhythmogenic preBötC interneurons – classified as such based membrane properties and peptide

receptor expression – that express  $I_A^{42,44}$ . In contrast only ~25% of non-Dbx1 neurons in the preBötC express  $I_A^{43}$ . *Kcnd2* (K<sub>V</sub> 4.2) was expressed in Dbx1 and non-Dbx1 neurons (Supplementary Fig. S6), although it was not differentially expressed (L2FC = 0.79,  $p = 0.045$ , FDR = 0.67). 

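RPKM of Kcnd2 was 25.5, 21.1 and 23.9 in the Dbx1 samples and 6.67, 13.8 and 18.0 in the non-Dbx1 samples, without overlap (exact permutation test, p = 0.10). The L2FC was 0.92 (standard error 0.374, limma FDR = 0.912).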

*Kcnd2* showed the second highest RPKM ( $23.5 \pm 1.3$ ) of any K<sup>+</sup>-related genes, and the highest of all  $\alpha$ -subunits, which suggests K<sub>V</sub> 4.2 may still underlie  $I_A$ , although that remains to be tested.

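In the Dbx1 samples the mean RPKM of Kcnd2 was 23.5, with an SD of 2.21 and an SEM of 1.28 (n = 3). Among the K+ channel genes of Supplementary Fig. S6, Kcnip2 had the higher mean, 27.7 RPKM.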

We also identified a class of Ca<sup>2+</sup>-binding K<sub>V</sub> 4-interacting proteins (KChIPs) that influence channel density and kinetics of  $I_A^{47-50}$ . 

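Kcnip2 measured 30.0, 48.8 and 4.42 RPKM in the Dbx1 samples and 8.45, 1.22 and 5.57 in the non-Dbx1 samples, and Kcnip4 measured 22.4, 21.2 and 2.89 and 2.55, 4.16 and 2.39. For Kcnip2 the mean in the Dbx1 samples was 27.7 with an SD of 22.3 and an SEM of 12.9, and for Kcnip4 it was 15.5 with 10.9 and 6.32. The L2FC was 1.98 for Kcnip2 (limma FDR = 0.912) and 1.68 for Kcnip4 (limma FDR = 0.912), and Dbx1 replicate 3 was low for both.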

KChIP2 (*Kcnp2*) was notable for its high expression in Dbx1 neurons (RPKM =  $27.8 \pm 12.9$ ), as was and KChIP4 (*Kcnp4*, RPKM =  $15.5 \pm 6.3$ ), but neither was differentially expressed by DESeq2 analyses (L2FC<sub>*Kcnp2*</sub> = 1.62,  $p = 0.0083$ , FDR = 0.32; L2FC<sub>*Kcnp4*</sub> = 1.77,  $p = 0.0016$ , FDR = 0.14). KChIP2 is thought to traffic K<sub>V</sub>4.2 to the cell membrane<sup>47</sup> while KChIP4 likely gives K<sub>V</sub>4.2 the slower inactivation kinetics<sup>51</sup> characteristic of  $I_A$  in preBötC neurons<sup>45</sup>. Those roles could apply to both Dbx1 and non-Dbx1 preBötC neurons.

The most highly expressed delayed-rectifier  $\alpha$ -subunit in Dbx1 samples was *Kcnc4* (K<sub>V</sub>3.4, RPKM =  $19.0 \pm 10.7$ ), which was commensurate in Dbx1 and non-Dbx1 neurons (L2FC = 0.07,  $p = 0.91$ , FDR = 1.0).

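Kcnc4 varied more within the groups than between them, with 7.41, 9.02 and 40.4 RPKM in the Dbx1 samples and 10.9, 30.6 and 12.1 in the non-Dbx1 samples. The L2FC was −0.17 (standard error 0.645, limma FDR = 0.988), and the log2 of the ratio of group mean RPKM was 0.086.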

The sub-threshold voltage-activated M-current is encoded by *Kcnq2* and *Kcnq3* (ref. 52). *Kcnq2* was the highest expressed gene in the class of non-transient and non-delayed-rectifier specifying potassium channels in Dbx1 neurons (Supplementary Fig. S6, middle block). KCNQ channels are associated with respiratory chemoreception<sup>53</sup>. It remains possible that KCNQ channels have some role in rhythmogenic preBötC microcircuits too.

preBötC neurons express hyperpolarization-activated mixed cation channels<sup>54,55</sup>, and depending on the age, the blockade of this inward current can either speed up<sup>55</sup> or slow down<sup>56</sup> the respiratory rhythm. We detected all four *HcnX* channel genes in Dbx1 neurons (Supplementary Fig. S6), but there was no differential expression (all  $p > 0.05$ , FDR > 0.1).

## **Intracellular proteins**

We proposed that inositol 1,4,5-trisphosphate receptors (IP<sub>3</sub>R) contribute to intracellular Ca<sup>2+</sup> release and *I<sub>CAN</sub>* activation<sup>10,11</sup>. 

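Over Itpr1, Itpr2 and Itpr3, RPKM was 0.335 ± 0.470 in the Dbx1 samples (SD over 3 genes in 3 samples) and 1.93 ± 5.50 in the non-Dbx1 samples. The latter came from Itpr2, at 16.6 RPKM in non-Dbx1 replicate 1 and at most 0.521 in the other non-Dbx1 samples.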

Three IP<sub>3</sub>R subtypes (*Itpr1*, *Itpr2*, and *Itpr3*) showed low expression in Dbx1 neurons (combining *ItprX* gene expression together, RPKM = 0.3 ± 0.5, Supplementary Fig. S7). Intracellular Ca<sup>2+</sup> release via ryanodine receptors (*Ryr1*, *Ryr2*, and *Ryr3*) could activate *I<sub>CAN</sub>* as well. 

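Over the 3 Ryr genes, RPKM was 2.63 ± 2.05 in the Dbx1 samples, 3.18 ± 2.60 in the non-Dbx1 samples and 2.90 ± 2.29 in all 6 samples (SD over genes and samples). Ryr2 was the highest of them in both groups.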

The *RyrX* transcripts were detected in Dbx1 and non-Dbx1 neurons (combining *RyrX* gene expression together, RPKM = 2.6 ± 2.1). *RyrX*s may be involved to some extent in sigh burst generation<sup>56</sup>.

## **Pumps and exchangers**

The Na/K ATPase pump has been associated with rhythmogenic functions in preBötC neurons, specifically inspiratory burst termination<sup>39,40,57</sup>. Isoforms of the  $\alpha$ -subunit of the pump ( $\alpha1$ ,  $\alpha2$ ,  $\alpha3$ ) are expressed in the nervous system<sup>58,59</sup>. The  $\alpha2$  isoform is important for regular respiratory rhythm in the preBötC;  $\alpha2$ -knockout mice are not viable<sup>60,61</sup>. We detected all four transcripts for the isoforms of Na/ATPase (Supplementary Fig. S7) but there was no differential expression. 

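Slc8a3 was the highest of the 3 Na/Ca exchanger genes, at 7.41 ± 4.36 RPKM in the Dbx1 samples and 6.79 ± 1.79 in the non-Dbx1 samples (SD, n = 3). Slc8a1 measured 2.65 ± 2.67 and 3.22 ± 3.36, and Slc8a2 measured 1.93 ± 0.500 and 1.19 ± 0.914.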

We also detected isoforms of the Na/Ca exchanger (*Slc8a1* and *Slc8a2*), among other pumps and exchangers (Supplementary Fig. S7).

## **Gap-junction-related proteins**

preBötC neurons communicate via electrical synapses via gap junctions<sup>62,63</sup>, which may influence how rhythm-generating neurons synchronize because neuropeptide excitation can be conveyed through gap junctions<sup>24</sup>. 

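Gjb2 had reads only in Dbx1 replicates 2 and 3, at 0.110 and 0.657 RPKM. Gjb1 had reads only in the non-Dbx1 samples, at 1.90, 0.479 and 0.186 RPKM, where 3 reads would have given at most 0.272.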

Both connexin 26 (*Gjb2*) and 32 (*Gjb1*) have been reported in the rat preBötC<sup>63</sup>, and we detected those transcripts at relatively low levels (Supplementary Fig. S8). We detected connexins 37, 36, 43, and a number of others at relatively higher levels compared to connexins 26 and 32 (Supplementary Fig. S8).

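Mean RPKM in the Dbx1 and non-Dbx1 samples was 12.4 and 3.12 for Gja4, 8.51 and 10.4 for Gjd2, and 6.67 and 9.47 for Gja1. Of the 12 connexin and pannexin genes, the lowest limma FDR was 0.912.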

Pannexins are a related class of non-junctional pore-forming channels that can release large molecules like ATP<sup>64</sup>. Pannexin 1 (*Panx1*) had the highest expression of the gap-

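Panx1 measured 15.6, 13.8 and 9.95 RPKM in the Dbx1 samples and 20.3, 16.3 and 20.7 in the non-Dbx1 samples, without overlap (exact permutation test, p = 0.10). The L2FC was −0.53 (standard error 0.296, limma FDR = 0.924).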

junction-related proteins in Dbx1 samples (Supplementary Fig. S8), but there was no evidence for differential expression (L2FC = -0.52,  $p = 0.07$ , FDR = 0.80).

### ***Neuromodulation-related receptor transcripts***

We examined gene transcripts for receptors for peptide, purine, and monoamine transmitters (Supplementary Fig. S9). 

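Nmbr had an RPKM of 0.0683, 0 and 0 in the Dbx1 samples and 0.644, 0 and 1.88 in the non-Dbx1 samples. The mean in the non-Dbx1 samples was 0.842, with an SD of 0.956 and an SEM of 0.552 (n = 3). Grpr had reads only in non-Dbx1 replicate 2, at 6.62 RPKM, and elsewhere 3 reads would have given at most 0.184 RPKM. Its mean in the non-Dbx1 samples was 2.21, with an SD of 3.82 and an SEM of 2.21.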

Surprisingly, the peptide receptors in the preBötC that trigger sighs<sup>65</sup>, *Nmbr* and *Grpr*, were ostensibly absent in Dbx1 neurons (RPKM<sub>Nmbr</sub> =  $0.02 \pm 0.02$ , RPKM<sub>Grpr</sub> =  $0.0 \pm 0.0$ ) and were barely detectable in the non-Dbx1 samples (RPKM<sub>Nmbr</sub> =  $0.8 \pm 0.6$ ; RPKM<sub>Grpr</sub> =  $2.2 \pm 2.2$ ,). There was no evidence for differential expression (L2FC<sub>Nmbr</sub> = -0.67,  $p = 0.20$ , FDR = 1.0; L2FC<sub>Grpr</sub> = 0.0,  $p = 1.0$ , FDR = 1.0).

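The L2FC of Nmbr was −0.72 (standard error 0.369, limma FDR = 0.918). Grpr, with reads in 1 sample, was not among the genes tested, and the difference of its group means of log2(RPKM + 1) was −0.98.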

There was low purinergic receptor expression across Dbx1 neurons (combining all purinergic transcripts in Dbx1 neurons, RPKM =  $0.9 \pm 0.7$ ) and non-Dbx1 neurons (combining all transcripts for non-Dbx1 neurons, RPKM =  $1.7 \pm 1.9$ ). 

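Over P2rx6, P2ry1, P2rx4 and P2rx2, RPKM was 0.869 ± 0.723 in the Dbx1 samples and 1.68 ± 1.88 in the non-Dbx1 samples (SD over 4 genes in 3 samples). P2rx6 was the highest of them in the Dbx1 samples and P2rx4 in the non-Dbx1 samples.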

There was no evidence of differential expression (all  $p > 0.05$ , FDR > 0.1).

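L2FC ranged from −0.98 for P2rx4 to 0.66 for P2rx6, and the lowest limma FDR of the 4 genes was 0.936.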

preBötC neurons receive serotonergic modulation from the raphé nucleus<sup>66</sup>. Manzke *et al.* (2003) demonstrated that serotonin can reduce the effects of opiate-induced respiratory depression specifically through 5-HT<sub>4A</sub> (*i.e.*, *Htr4*) receptors<sup>67</sup>, but those receptors were not differentially expressed (L2FC = -1.09,  $p = 0.09$ , FDR = 0.88). However, the transcript for the 5-HT<sub>1A</sub> receptor (*Htr1a*) was differentially expressed, showing significantly greater expression in non-Dbx1 neurons (L2FC = -2.37,  $p = 0.0000314$ , FDR = 0.009). 

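Htr4 measured 0.0540, 0.599 and 0.741 RPKM in the Dbx1 samples and 3.52, 0.602 and 1.59 in the non-Dbx1 samples, an L2FC of −0.89 (standard error 0.511, limma FDR = 0.924).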

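Mean RPKM of Htr1a was 12.8 ± 8.96 in the non-Dbx1 samples and 1.37 ± 0.745 in the Dbx1 samples (SD, n = 3). It was the highest of the 9 serotonin receptor genes in the non-Dbx1 samples, and Htr7 was the highest in the Dbx1 samples, at 7.20 RPKM.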

The 5-HT<sub>1A</sub> receptor has been associated with glycinergic preBötC neurons<sup>68</sup>. Therefore, it is not surprising to find that 5-HT<sub>1A</sub> receptor transcripts were associated with the non-Dbx1 neurons since Dbx1 neurons are predominantly glutamatergic.

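RPKM of Trhr was 18.5, 28.0 and 6.10 in the Dbx1 samples and 2.85, 0 and 1.31 in the non-Dbx1 samples, without overlap (exact permutation test, p = 0.10). The L2FC was 2.94 (standard error 0.709, limma FDR = 0.724).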

Finally, we detected thyrotropin releasing hormone (TRH) receptors in Dbx1 and non-Dbx1 neurons, which did not meet the criterion for differential expression (L2FC<sub>Trhr</sub> = 1.64,  $p = 0.011$ , FDR = 0.38). Nevertheless, in neonatal mice, TRH increases respiratory frequency *in vitro*, and excites the earliest activating preBötC neurons that

also express  $I_A$  and are putatively rhythmogenic<sup>69</sup>. In adult rats<sup>41</sup> The latter study showed that TRH excites preBötC neurons by blocking  $I_A$ . These data support the hypothesis that  $I_A$ -expressing Dbx1 neurons may be rhythmogenic.

## SUPPLEMENTARY FIGURE LEGENDS

**Figure S1.** Heat maps showing expression levels for transcripts related to excitatory amino acid transmitter phenotype and excitatory amino acid receptors (**a**), or inhibitory amino acid transmitter phenotype and inhibitory amino acid receptors (**b**), sorted by highest mean RPKM in the Dbx1 samples. Genes at  $p < 0.05$  are labelled in plain magenta typeface and those at  $FDR < 0.1$  are labelled in bold magenta typeface if  $L2FC > 0$ . Genes at  $p < 0.05$  are labelled in cyan typeface if  $L2FC < 0$ . RPKM is indicated by a pseudo-colour scale (right).

**Figure S2.** Heat maps showing relative levels of expression for gene transcripts related to peptide neurotransmitters and neuropeptide receptors, which are sorted by highest mean RPKM in the Dbx1 samples. *Tac1*, the only gene with  $L2FC > 0$  and  $p < 0.05$  is labelled in plain magenta typeface. RPKM is indicated by a pseudo-colour scale (right).

**Figure S3.** Heat map showing relative levels of expression for transcripts related to  $Na^+$  channels, which are sorted by highest mean RPKM in the Dbx1 samples. RPKM is indicated by a pseudo-colour scale (right).

**Figure S4.** Heat map showing relative levels expression of the transcripts for TRP channels, which are sorted by highest mean RPKM in the Dbx1 samples. The gene for which  $L2FC > 0$  and  $FDR < 0.1$  is labelled in bold magenta typeface. RPKM is indicated by a pseudo-colour scale (right).

**Figure S5.** Heat map showing relative levels of expression for transcripts related to  $Ca^{2+}$  channels, which are sorted by highest mean RPKM in the Dbx1 samples. Genes at  $p < 0.05$  for differential expression are labelled in plain magenta typeface if  $L2FC > 0$ , whereas if  $L2FC < 0$ , then the genes at  $p < 0.05$  are labelled in plain cyan typeface. RPKM is indicated by a pseudo-colour scale (right).

**Figure S6.** Heat map showing relative levels of expression for transcripts related to K<sup>+</sup> channels, which are sorted by highest mean RPKM in the Dbx1 samples. Genes at p < 0.05 for differential expression are labelled in plain magenta typeface if L2FC > 0, whereas if L2FC < 0, then the genes at p < 0.05 are labelled in plain cyan typeface. RPKM is indicated by a pseudo-colour scale (right).

**Figure S7.** Heat maps showing relative levels of expression for intracellular Ca<sup>2+</sup>-release-related receptors, ATPase pumps, and passive transport exchangers. The data are sorted by highest mean RPKM in the Dbx1 samples. RPKM is indicated by a pseudo-colour scale (right).

**Figure S8.** Heat map showing relative levels of expression for connexin and pan nexin proteins related to gap junctions. Data are sorted by highest mean RPKM in the Dbx1 samples. RPKM is indicated by a pseudo-colour scale (right).

**Figure S9.** Heat maps showing relative levels of expression for neuromodulators identified by physiological studies as being relevant to respiratory neural control. Data are sorted by highest mean RPKM in the Dbx1 samples. Genes at p < 0.05 for differential expression are labelled in plain magenta typeface if L2FC > 0, whereas for L2FC < 0 the gene at FDR < 0.1 is labelled in bold cyan typeface. RPKM is indicated by a pseudo-colour scale (right).

## REFERENCES

1. Del Negro, C. A., Johnson, S. M., Butera, R. J. & Smith, J. C. Models of respiratory rhythm generation in the pre-Bötzinger complex. III. Experimental tests of model predictions. *J. Neurophysiol.* **86**, 59–74 (2001).
2. Del Negro, C. A., Koshiya, N., Butera, R. J., Jr & Smith, J. C. Persistent sodium current, membrane properties and bursting behavior of pre-bötzinger complex inspiratory neurons in vitro. *J. Neurophysiol.* **88**, 2242–2250 (2002).
3. Koizumi, H. & Smith, J. C. Persistent Na<sup>+</sup> and K<sup>+</sup>-dominated leak currents contribute to respiratory rhythm generation in the pre-Bötzinger complex in vitro. *J. Neurosci. Off. J. Soc. Neurosci.* **28**, 1773–1785 (2008).
4. Ptak, K. *et al.* Sodium currents in medullary neurons isolated from the pre-Bötzinger complex region. *J. Neurosci.* **25**, 5159–5170 (2005).
5. Pace, R. W., Mackay, D. D., Feldman, J. L. & Del Negro, C. A. Role of persistent sodium current in mouse preBötzinger Complex neurons and respiratory rhythm generation. *J. Physiol.* **580**, 485–496 (2007).

6. Del Negro, C. A., Morgado-Valle, C. & Feldman, J. L. Respiratory rhythm: an emergent network property? *Neuron* **34**, 821–830 (2002).
7. Thoby-Brisson, M. & Ramirez, J. M. Identification of two types of inspiratory pacemaker neurons in the isolated respiratory neural network of mice. *J. Neurophysiol.* **86**, 104–112 (2001).
8. Peña, F., Parkis, M. A., Tryba, A. K. & Ramirez, J.-M. Differential contribution of pacemaker properties to the generation of respiratory rhythms during normoxia and hypoxia. *Neuron* **43**, 105–117 (2004).
9. Del Negro, C. A. *et al.* Sodium and calcium current-mediated pacemaker neurons and respiratory rhythm generation. *J. Neurosci. Off. J. Soc. Neurosci.* **25**, 446–453 (2005).
10. Crowder, E. A. *et al.* Phosphatidylinositol 4,5-bisphosphate regulates inspiratory burst activity in the neonatal mouse preBötzinger complex. *J. Physiol.* **582**, 1047–1058 (2007).
11. Pace, R. W., Mackay, D. D., Feldman, J. L. & Del Negro, C. A. Inspiratory bursts in the preBötzinger complex depend on a calcium-activated non-specific cation current linked to glutamate receptors in neonatal mice. *J. Physiol.* **582**, 113–125 (2007).
12. Mironov, S. L. Metabotropic glutamate receptors activate dendritic calcium waves and TRPM channels which drive rhythmic respiratory patterns in mice. *J. Physiol.* **586**, 2277–2291 (2008).
13. Elsen, F. P. & Ramirez, J. M. Calcium currents of rhythmic neurons recorded in the isolated respiratory network of neonatal mice. *J. Neurosci. Off. J. Soc. Neurosci.* **18**, 10652–10662 (1998).
14. Koch, H. *et al.* Stable Respiratory Activity Requires Both P/Q-Type and N-Type Voltage-Gated Calcium Channels. *J. Neurosci.* **33**, 3633–3645 (2013).
15. Pierrefiche, O., Champagnat, J. & Richter, D. W. Calcium-dependent conductances control neurones involved in termination of inspiration in cats. *Neurosci. Lett.* **184**, 101–104 (1995).
16. Onimaru, H., Ballanyi, K. & Homma, I. Contribution of Ca<sup>2+</sup>-dependent conductances to membrane potential fluctuations of medullary respiratory neurons of newborn rats in vitro. *J. Physiol.* **552**, 727–741 (2003).
17. Osorio, N. *et al.* Persistent Nav1.6 current at axon initial segments tunes spike timing of cerebellar granule cells. *J. Physiol.* **588**, 651–670 (2010).
18. Aman, T. K. *et al.* Regulation of Persistent Na Current by Interactions between Subunits of Voltage-Gated Na Channels. *J. Neurosci.* **29**, 2027–2042 (2009).
19. Raman, I. M., Sprunger, L. K., Meisler, M. H. & Bean, B. P. Altered Subthreshold Sodium Currents and Disrupted Firing Patterns in Purkinje Neurons of Scn8a Mutant Mice. *Neuron* **19**, 881–891 (1997).
20. Grieco, T. M., Malhotra, J. D., Chen, C., Isom, L. L. & Raman, I. M. Open-Channel Block by the Cytoplasmic Tail of Sodium Channel  $\beta 4$  as a Mechanism for Resurgent Sodium Current. *Neuron* **45**, 233–244 (2005).
21. Song, N. *et al.* Acid-sensing ion channels are expressed in the ventrolateral medulla and contribute to central chemoreception. *Sci. Rep.* **6**, (2016).

22. Butera, R. J., Rinzel, J. & Smith, J. C. Models of respiratory rhythm generation in the pre-Bötzinger complex. I. Bursting pacemaker neurons. *J. Neurophysiol.* **82**, 382–397 (1999).
23. Lu, B. *et al.* The neuronal channel NALCN contributes resting sodium permeability and is required for normal respiratory rhythm. *Cell* **129**, 371–383 (2007).
24. Hayes, J. A. & Del Negro, C. A. Neurokinin receptor-expressing pre-botzinger complex neurons in neonatal mice studied in vitro. *J. Neurophysiol.* **97**, 4215–4224 (2007).
25. Lu, B. *et al.* Peptide neurotransmitters activate a cation channel complex of NALCN and UNC-80. *Nature* **457**, 741–744 (2009).
26. Yeh, S.-Y. *et al.* Respiratory Network Stability and Modulatory Response to Substance P Require Nalcn. *Neuron* **94**, 294–303.e4 (2017).
27. Peña, F. & Aguileta, M.-A. Effects of riluzole and flufenamic acid on eupnea and gasping of neonatal mice in vivo. *Neurosci. Lett.* **415**, 288–293 (2007).
28. Guinamard, R., Simard, C. & Del Negro, C. Flufenamic acid as an ion channel modulator. *Pharmacol. Ther.* **138**, 272–284 (2013).
29. Ullrich, N. D. *et al.* Comparison of functional properties of the Ca<sup>2+</sup>-activated cation channels TRPM4 and TRPM5 from mice. *Cell Calcium* **37**, 267–278 (2005).
30. Owsianik, G., Talavera, K., Voets, T. & Nilius, B. PERMEATION AND SELECTIVITY OF TRP CHANNELS. *Annu. Rev. Physiol.* **68**, 685–717 (2006).
31. Hofmann, T., Chubakov, V., Gudermann, T. & Montell, C. TRPM5 Is a Voltage-Modulated and Ca<sup>2+</sup>-Activated Monovalent Selective Cation Channel. *Curr. Biol.* **13**, 1153–1158 (2003).
32. Launay, P. *et al.* TRPM4 Is a Ca<sup>2+</sup>-Activated Nonselective Cation Channel Mediating Cell Membrane Depolarization. *Cell* **109**, 397–407 (2002).
33. Mironov, S. L. & Skorova, E. Y. Stimulation of bursting in pre-Bötzinger neurons by Epac through calcium release and modulation of TRPM4 and K-ATP channels. *J. Neurochem.* **117**, 295–308 (2011).
34. Plant, T. D. & Schaefer, M. TRPC4 and TRPC5: receptor-operated Ca<sup>2+</sup>-permeable nonselective cation channels. *Cell Calcium* **33**, 441–450 (2003).
35. Schaefer, M. *et al.* Receptor-mediated Regulation of the Nonselective Cation Channels TRPC4 and TRPC5. *J. Biol. Chem.* **275**, 17517–17526 (2000).
36. Thakur, D. P. *et al.* Critical roles of Gi/o proteins and phospholipase C- $\delta$ 1 in the activation of receptor-operated TRPC4 channels. *Proc. Natl. Acad. Sci. U. S. A.* **113**, 1092–1097 (2016).
37. Westlund, K. N. *et al.* A rat knockout model implicates TRPC4 in visceral pain sensation. *Neuroscience* **262**, 165–175 (2014).
38. Catterall, W. A., Perez-Reyes, E., Snutch, T. P. & Striessnig, J. International Union of Pharmacology. XLVIII. Nomenclature and Structure-Function Relationships of Voltage-Gated Calcium Channels. *Pharmacol. Rev.* **57**, 411–425 (2005).
39. Krey, R. A., Goodreau, A. M., Arnold, T. B. & Del Negro, C. A. Outward Currents Contributing to Inspiratory Burst Termination in preBötzinger Complex Neurons of Neonatal Mice Studied in Vitro. *Front. Neural Circuits* **4**, 124 (2010).
40. Del Negro, C. A., Kam, K., Hayes, J. A. & Feldman, J. L. Asymmetric control of inspiratory and expiratory phases by excitability in the respiratory network of neonatal mice in vitro. *J. Physiol.* **587**, 1217–1231 (2009).

41. Inyushkin, A. N. Thyroliberin blocks the potassium A-current in neurons in the respiratory center of adult rats in vitro. *Neurosci. Behav. Physiol.* **35**, 549–554 (2005).
42. Hayes, J. A., Mendenhall, J. L., Brush, B. R. & Del Negro, C. A. 4-Aminopyridine-sensitive outward currents in preBötzinger complex neurons influence respiratory rhythm generation in neonatal mice. *J. Physiol.* **586**, 1921–1936 (2008).
43. Picardo, M. C. D., Weragalaarachchi, K. T. H., Akins, V. T. & Del Negro, C. A. Physiological and morphological properties of Dbx1-derived respiratory neurons in the pre-Bötzinger complex of neonatal mice. *J. Physiol.* **591**, 2687–2703 (2013).
44. Rekling, J. C., Champagnat, J. & Denavit-Saubié, M. Electroresponsive properties and membrane potential trajectories of three types of inspiratory neurons in the newborn mouse brain stem in vitro. *J. Neurophysiol.* **75**, 795–810 (1996).
45. Hayes, J. A., Mendenhall, J. L., Brush, B. R. & Del Negro, C. A. 4-Aminopyridine-sensitive outward currents in preBötzinger complex neurons influence respiratory rhythm generation in neonatal mice. *J. Physiol.* **586**, 1921–1936 (2008).
46. Picardo, M. C. D., Weragalaarachchi, K. T. H., Akins, V. T. & Del Negro, C. A. Physiological and morphological properties of Dbx1-derived respiratory neurons in the pre-Bötzinger complex of neonatal mice. *J. Physiol.* **591**, 2687–2703 (2013).
47. Shibata, R. *et al.* A Fundamental Role for KChIPs in Determining the Molecular Properties and Trafficking of Kv4.2 Potassium Channels. *J. Biol. Chem.* **278**, 36445–36454 (2003).
48. An, W. F. *et al.* Modulation of A-type potassium channels by a family of calcium sensors. *Nature* **403**, 553–556 (2000).
49. Rhodes, K. J. *et al.* KChIPs and Kv4  $\alpha$  Subunits as Integral Components of A-Type Potassium Channels in Mammalian Brain. *J. Neurosci.* **24**, 7903–7915 (2004).
50. Wang, H. *et al.* Structural basis for modulation of Kv4 K<sup>+</sup> channels by auxiliary KChIP subunits. *Nat. Neurosci.* **10**, 32–39 (2007).
51. Baranauskas, G. Cell-type-specific splicing of KChIP4 mRNA correlates with slower kinetics of A-type current. *Eur. J. Neurosci.* **20**, 385–391 (2004).
52. Wang, H.-S. *et al.* KCNQ2 and KCNQ3 Potassium Channel Subunits: Molecular Correlates of the M-Channel. *Science* **282**, 1890–1893 (1998).
53. Mulkey, D. K. *et al.* Molecular underpinnings of ventral surface chemoreceptor function: focus on KCNQ channels. *J. Physiol.* **593**, 1075–1081 (2015).
54. Mironov, S. L., Langohr, K. & Richter, D. W. Hyperpolarization-activated current, I<sub>h</sub>, in inspiratory brainstem neurons and its inhibition by hypoxia. *Eur. J. Neurosci.* **12**, 520–526 (2000).
55. Thoby-Brisson, M., Telgkamp, P. & Ramirez, J. M. The role of the hyperpolarization-activated current in modulating rhythmic activity in the isolated respiratory network of mice. *J. Neurosci. Off. J. Soc. Neurosci.* **20**, 2994–3005 (2000).
56. Toporikova, N., Chevalier, M. & Thoby-Brisson, M. Sigh and Eupnea Rhythmogenesis Involve Distinct Interconnected Subpopulations: A Combined Computational and Experimental Study(1,2,3). *eNeuro* **2**, (2015).
57. Rubin, J. E., Hayes, J. A., Mendenhall, J. L. & Del Negro, C. A. Calcium-activated nonspecific cation current and synaptic depression promote network-dependent burst oscillations. *Proc. Natl. Acad. Sci. U. S. A.* **106**, 2939–2944 (2009).

58. Lingrel, J. *et al.* Functional roles of the alpha isoforms of the Na,K-ATPase. *Ann. N. Y. Acad. Sci.* **986**, 354–359 (2003).
59. Herrera, V. L., Cova, T., Sassoon, D. & Ruiz-Opazo, N. Developmental cell-specific regulation of Na(+)-K(+)-ATPase alpha 1-, alpha 2-, and alpha 3-isoform gene expression. *Am. J. Physiol.* **266**, C1301-1312 (1994).
60. Ikeda, K. *et al.* Malfunction of respiratory-related neuronal activity in Na<sup>+</sup>, K<sup>+</sup>-ATPase alpha2 subunit-deficient mice is attributable to abnormal Cl<sup>-</sup> homeostasis in brainstem neurons. *J. Neurosci. Off. J. Soc. Neurosci.* **24**, 10693–10701 (2004).
61. Moseley, A. E. *et al.* The Na,K-ATPase alpha 2 isoform is expressed in neurons, and its absence disrupts neuronal activity in newborn mice. *J. Biol. Chem.* **278**, 5317–5324 (2003).
62. Rekling, J. C., Shao, X. M. & Feldman, J. L. Electrical coupling and excitatory synaptic transmission between rhythmogenic respiratory neurons in the preBötzinger complex. *J. Neurosci. Off. J. Soc. Neurosci.* **20**, RC113 (2000).
63. Solomon, I. C., Halat, T. J., El-Maghrabi, R. & O'Neal, M. H. Differential expression of connexin26 and connexin32 in the pre-Bötzinger complex of neonatal and adult rat. *J. Comp. Neurol.* **440**, 12–19 (2001).
64. MacVicar, B. A. & Thompson, R. J. Non-junction functions of pannexin-1 channels. *Trends Neurosci.* **33**, 93–102 (2010).
65. Li, P. *et al.* The peptidergic control circuit for sighing. *Nature* **530**, 293–297 (2016).
66. Ptak, K. *et al.* Raphé neurons stimulate respiratory circuit activity by multiple mechanisms via endogenously released serotonin and substance P. *J. Neurosci. Off. J. Soc. Neurosci.* **29**, 3720–3737 (2009).
67. Manzke, T. *et al.* 5-HT<sub>4</sub>(a) receptors avert opioid-induced breathing depression without loss of analgesia. *Science* **301**, 226–229 (2003).
68. Manzke, T. *et al.* Serotonin receptor 1A–modulated phosphorylation of glycine receptor  $\alpha$ 3 controls breathing in mice. *J. Clin. Invest.* **120**, 4118–4128 (2010).
69. Rekling, J. C., Champagnat, J. & Denavit-Saubié, M. Thyrotropin-releasing hormone (TRH) depolarizes a subset of inspiratory neurons in the newborn mouse brain stem in vitro. *J. Neurophysiol.* **75**, 811–819 (1996).

**a**

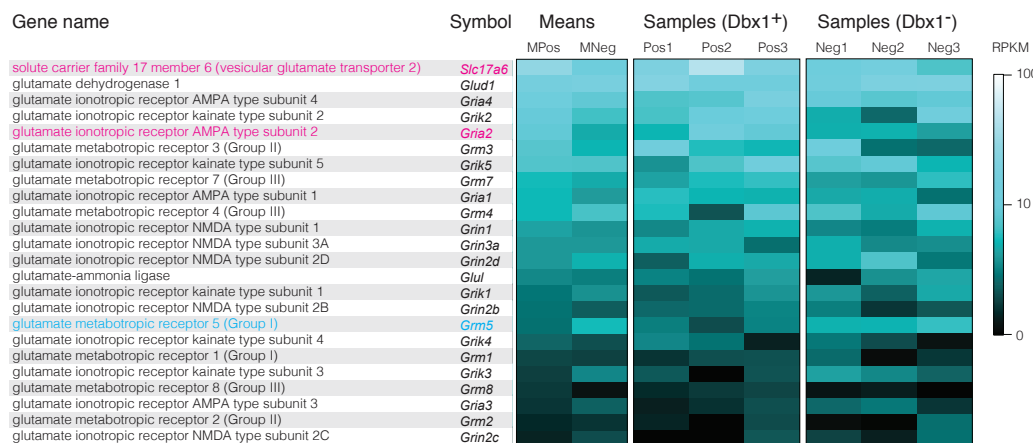

### Figure S1

**b**

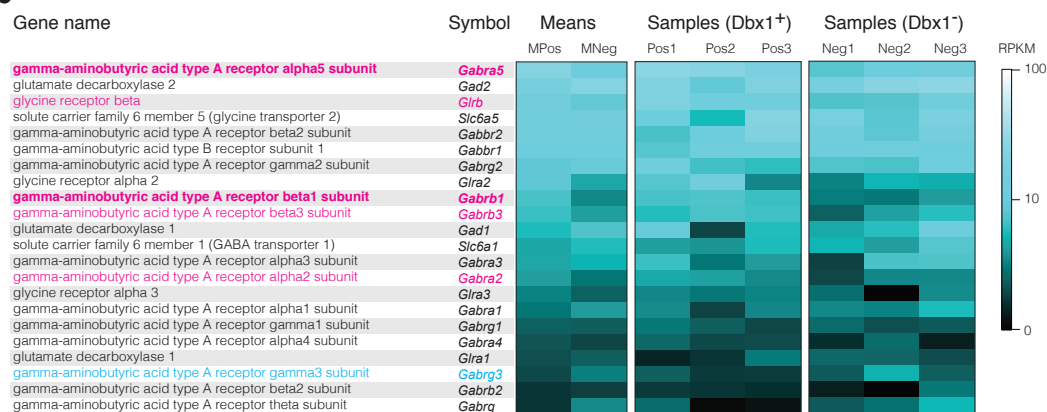

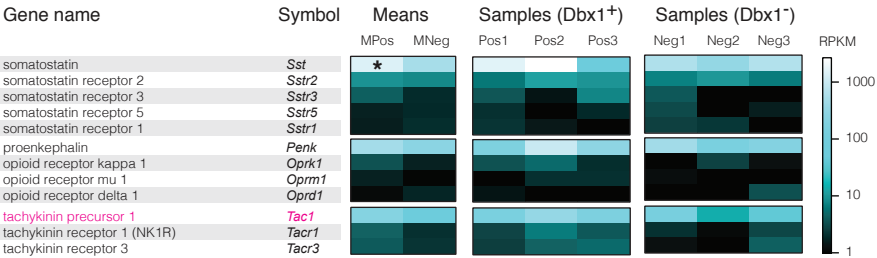

Figure S2

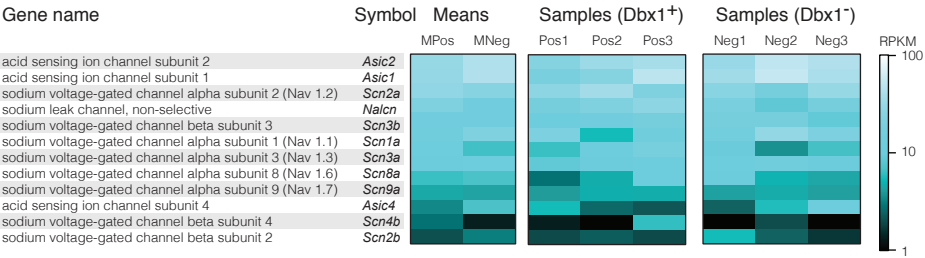

Figure S3

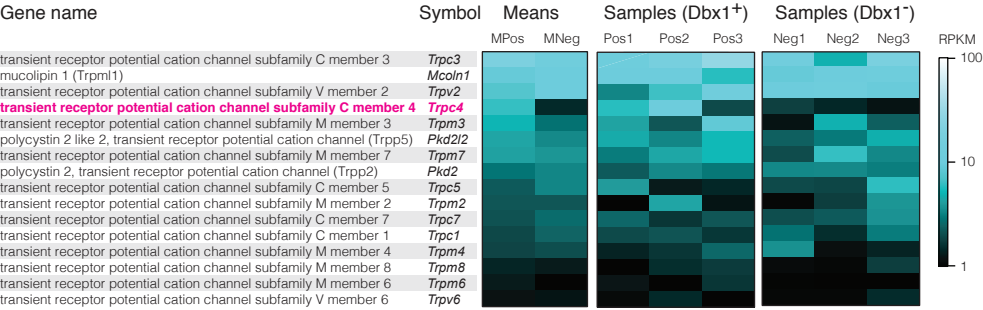

Figure S4

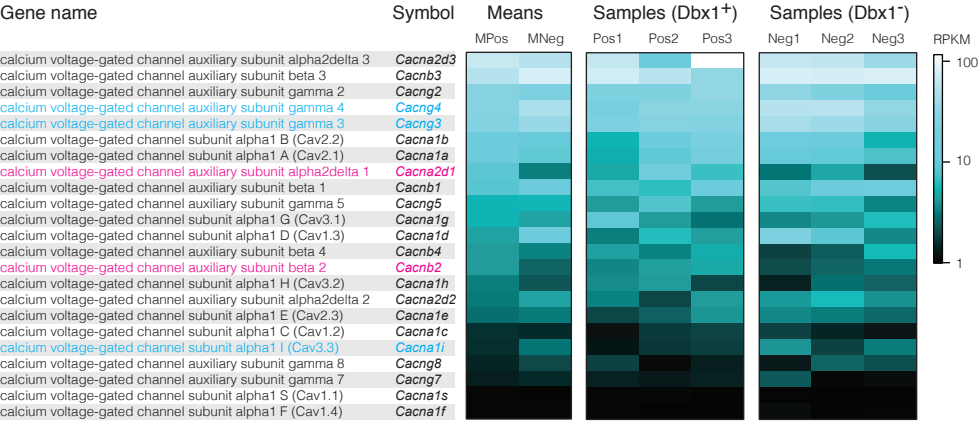

Figure S5

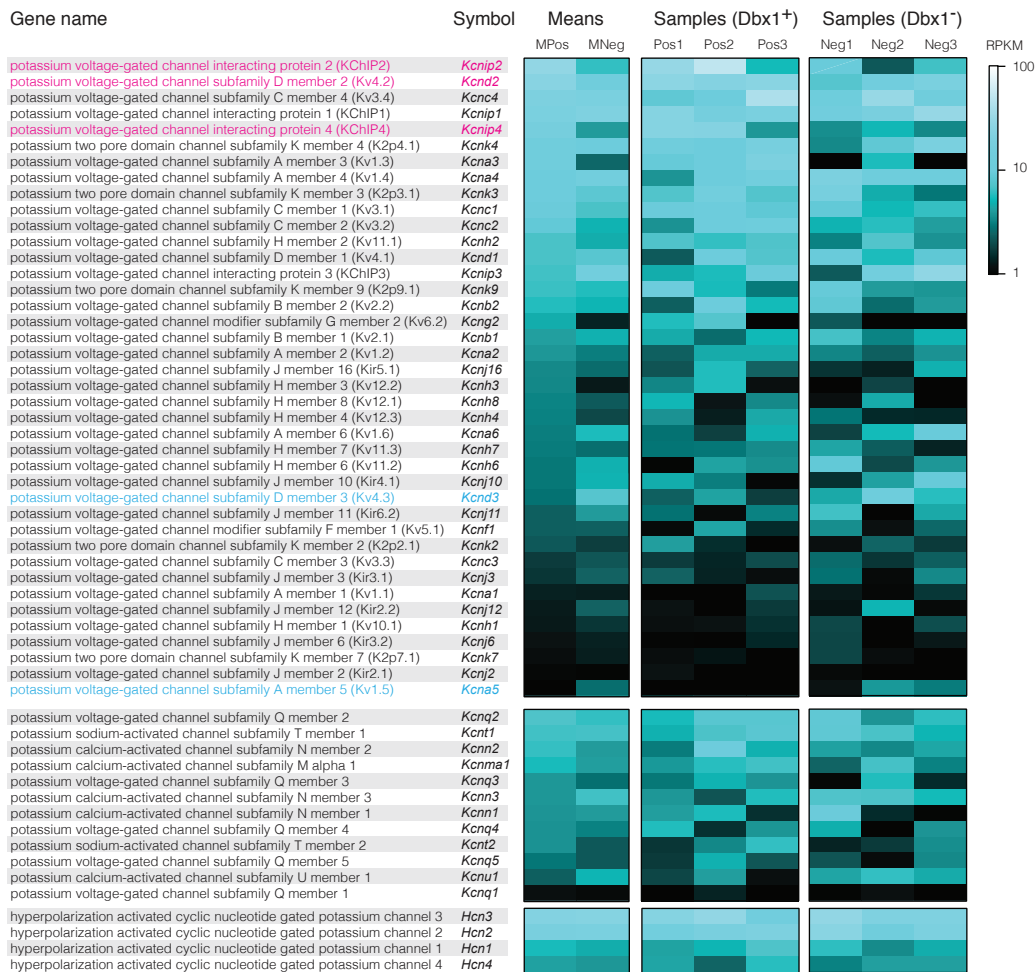

Figure S6

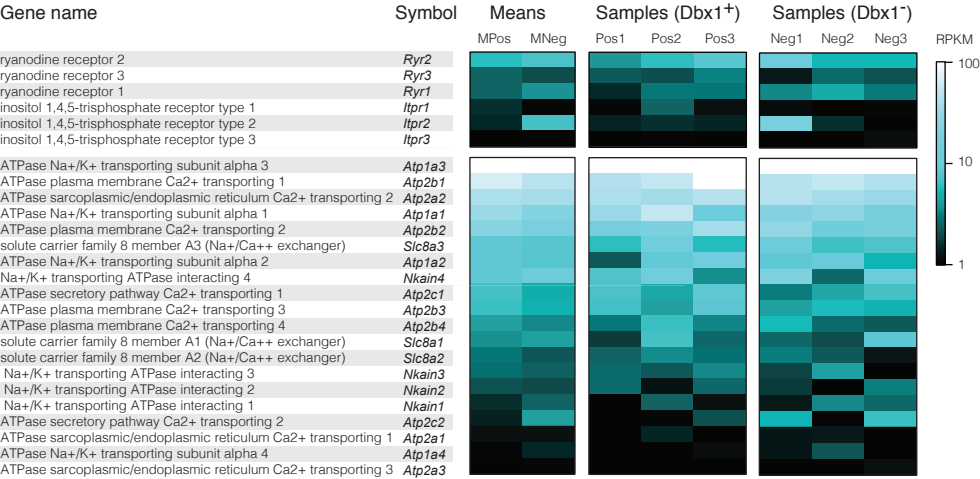

Figure S7

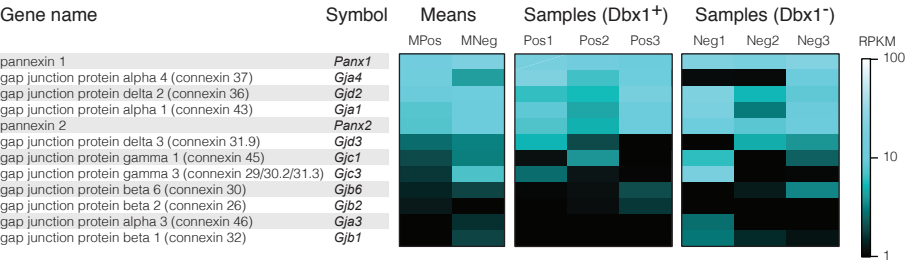

Figure S8

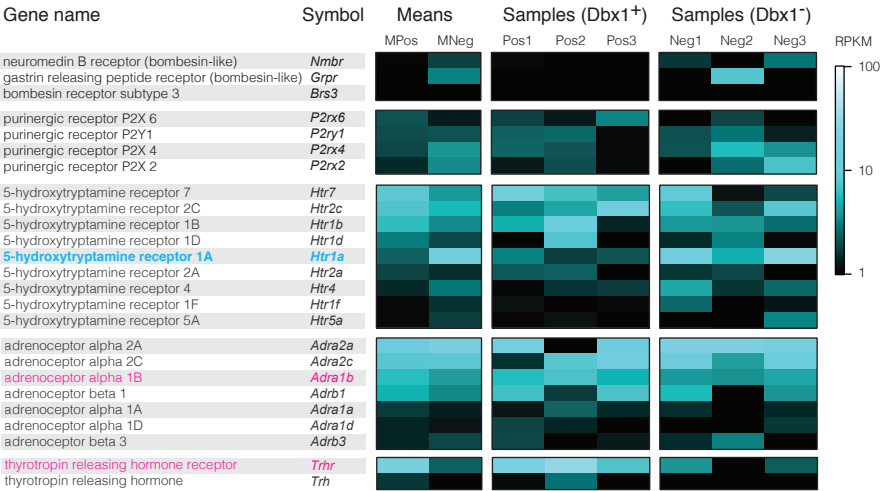

Figure S9

How the deposited data were processed for this re-analysis (not part of the article)

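RNA was sequenced from 6 samples of 15 neurons each, 3 of Dbx1 neurons and 3 of non-Dbx1 neurons, from 6 different mice at postnatal day 2. The authors made complementary DNA, aligned the reads with Tophat2, counted them on genes with HTSeq and computed RPKM with exon lengths from an Ensembl mouse annotation. The authors deposited RPKM values for 49568 gene names per sample, without scaling between samples and without the counts. The release of the annotation is not named in the paper's text. The 4 rows whose gene names had been turned into dates and repeat each other were kept as separate genes.

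The number of reads on genes in each sample was recovered from the steps between RPKM values and ranged from 6464675 to 9432958, with a mean of 7815666. It was used for detection floors of 3 reads, which cover counting error only, since reads from amplified complementary DNA are not independent molecules. Reads per gene are the smallest whole numbers that give the deposited values and can be a fraction of the true number. For 1664 genes, 10 of them with at least 1000 reads, the annotated exon length was a whole multiple of the recovered one. Positions and biotypes came from GENCODE vM21 on GRCm38 by gene name, which matched 47287 names (95.4%).

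The groups were compared as 3 Dbx1 against 3 non-Dbx1 samples. The authors tested counts with DESeq2. Counts are not among the deposited values, so log2(RPKM + 1) was tested with limma version 3.58.1 (lmFit, then eBayes with a mean-variance trend) in R 4.3.3, over the 17614 genes with RPKM above 0 in at least 3 samples, two-sided, with Benjamini-Hochberg FDR and a threshold of 0.1. The standard error of an L2FC is limma's moderated one. Single comparisons used exact permutation tests, whose smallest two-sided p for 3 samples against 3 is 0.10. Oprk1 and Oprm1 were compared over all 6 samples by an exact permutation test of the Mann-Whitney U statistic. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9.

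The limma test was tested on simulated data, with negative binomial reads drawn around the means of the real genes. Each gene took the median within-group spread of genes of like expression, so recovery for genes that vary more was not measured. Of the simulated genes, 200 were changed by 2 or 4 on the log2 scale. The changed genes were drawn from those with a mean of at least 100 reads, so recovery for genes with fewer reads was not measured. It recovered 108 of them, none with the wrong sign, and called 17 unchanged genes. Of the unchanged genes, 5.41% had p under 0.05.

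The genes reported are those the paper's text gives a value for or names as expressed, undetected or ranked, those of its heat maps where a family is summarised, and from the limma test the 5 genes with the largest L2FC in each direction among those with FDR under 0.1 whose groups did not overlap, or all where fewer passed, which was 1 gene. The following alternatives were set before the data were examined: a pseudocount of 0.1, all genes non-zero in at least 1 sample, RPKM of at least 1 in at least 3 samples, median-of-ratios size factors, quantile normalization, limma without the trend, the replicate number of the labels as a block, each sample left out in turn, and for single genes the log2 of the ratio of group mean RPKM. For Oprk1 and Oprm1 they were exact sign changes of the paired differences and the Dbx1 samples alone. For marker means they were size factors and each group alone, for expressed genes all 3 samples non-zero and RPKM of at least 0.1, and for the median each group alone and all single values. A fit with voom on the recovered reads, for genes with at least 10 reads in at least 3 samples, and the merged exon length for Oprk1 and Oprm1 were added after seeing the data. The paper's list of transcription factors was not in the files, so ranks in Fig. 2d were compared only within the genes that the figure names. Figures, imaging and quantities without a deposited value were left out, and some genes that the paper names are not reported here.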

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

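Among 21 measures taken over the 6 samples, 6 had a sample far from the others, where about 1 in 20 would by chance. All 6 were means over lists of marker genes written down before the values were seen. The tests below were chosen after the results were seen, except where stated otherwise. The size factors of the 6 samples lay between 1.03 and 1.06 and do not set these samples apart.

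The mean of the haemoglobin and Alas2 list was 2343 RPKM in non-Dbx1 replicate 1 and at most 199.7 in any other sample, a gap of 0.921 of the whole range. Red blood cell RNA in that sample is a candidate explanation. Alas2, an erythroid gene that is itself on the list but lies outside the globin loci, measured 112 RPKM there and at most 2.35 elsewhere, at percentile 99.93 among genes of like expression. The mean of the list was also higher in the other non-Dbx1 samples, at 199.7 and 122 RPKM, than in any Dbx1 sample, at most 84.5 RPKM. No biological explanation was tested.

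The mean of 7 myelin and oligodendrocyte genes was 66.4 RPKM in the same sample and at most 6.66 elsewhere, a gap of 0.923 of the range. The list's median stood above that of 10000 random lists matched on mean expression, which can give no p below 0.0001 (FDR = 0.0016 over 66 combinations of list and sample), though the list and the sample had been picked for a high mean. The test therefore shows only that the median was raised as well, and RNA from oligodendrocytes cannot be told apart from other sources. Mog, the gene shared by this list and the paper's 8 non-neuronal markers, was not raised, at 0.514 RPKM in that sample and between 0.0796 and 0.905 in the others. The mean of those 8 markers was highest in that sample, at 2.61 RPKM against at most 1.85 elsewhere. No biological explanation was tested.

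In non-Dbx1 replicate 2, the mean of the catecholaminergic genes was 114.6 RPKM, against at most 5.02 elsewhere, a gap of 0.961 of the range. The median of the list stood above the random lists at FDR = 0.0016. In non-Dbx1 replicate 3, the mean of the cholinergic genes was 26.2 RPKM, against at most 4.64 elsewhere, a gap of 0.840 of the range, also at FDR = 0.0016. These lists and samples had also been picked for a high mean, so the tests do not tell the source, and RNA from such cells cannot be told apart from other explanations. No biological explanation by condition was tested, since these samples differ from the other non-Dbx1 samples in no condition.

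The mean of the endothelial genes was 11.6 RPKM in non-Dbx1 replicate 2 and at most 3.44 elsewhere, a gap of 0.754 of the range. The list as a whole did not stand above random lists (FDR = 0.19), and the excess came from Cldn5 at 63.7 RPKM. Cldn5 had no reads in 3 samples. No biological explanation was tested.

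Of all 66 combinations of list and sample, 9 had an FDR under 0.1. Besides the 3 above with FDR = 0.0016, they were the blood list in non-Dbx1 replicates 1 and 2 (FDR = 0.0016 and 0.0026), the Y-linked list in Dbx1 replicates 2 and 3 (0.02 and 0.025) and the microglia list in Dbx1 replicate 3 and non-Dbx1 replicate 3 (0.028 and 0.084).

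Xist measured 14.8 RPKM in non-Dbx1 replicate 2 and at most 4.38 in the other samples, a gap of 0.703 of the range. The summed RPKM of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which the paper does not discuss, was 23.1 in Dbx1 replicate 2 and 23.0 in Dbx1 replicate 3, and no more than 0.0172 in any other sample. The paper states that mice of both sexes were used. Mice of different sex may account for the Y-linked transcripts, since Xist had no reads in these 2 Dbx1 samples and at least 2.73 RPKM in the other 4. This holds with at least 3 reads as detection, a floor applied after a single Y-linked read had been seen in non-Dbx1 replicate 2. Sex does not account for the higher Xist of non-Dbx1 replicate 2 among the 4 samples without Y-linked reads above the floor, and no explanation for that was tested. If the sexes differed, sex and group were partly confounded, since no non-Dbx1 sample had Y-linked reads above the floor. X- and Y-linked genes were not over-represented among genes with p under 0.05 between the groups, a test set before its result was seen. They were 42 of 885, against 722 of 17067 tested genes (odds ratio 1.136, Fisher's exact test, p = 0.44). Ddx3y, Kdm5d and Uty had reads only in Dbx1 replicates 2 and 3, so the filter on low values kept them out of this test. The test therefore cannot tell whether sex added to the differences between the groups.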

How the results depend on the processing

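The count of genes higher in the Dbx1 samples with FDR under 0.1 was 0 in the reported analysis, with 480 genes at p under 0.05. It was 1 without non-Dbx1 replicate 2 and 0 under the other alternatives, a range from 0 to 1 across the fits that each left out a sample. The count higher in the non-Dbx1 samples was 1, with 436 genes at p under 0.05. It was 0 with a pseudocount of 0.1, 0 without a filter on low values, 0 with the replicate block and 3 in limma without trend. It was 1 with the stricter filter, with median-of-ratios size factors and with quantile normalization. It was 0 with voom on recovered reads, an alternative chosen after seeing the data. It ranged from 0 to 1 across the fits that each left out a sample. The cause of these changes was not tested. The counts with p under 0.05 ranged from 354 to 540 higher in the Dbx1 samples and from 314 to 500 higher in the non-Dbx1 samples. They stayed within 1.5 times the reported counts under all alternatives. The reported counts together, 916 of 17614 genes, are close to the share of 0.05 that no difference would give. Their stability is therefore no sign of real differences.

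D930028M14Rik kept its direction under all alternatives, but its limma FDR was 0.129 with a pseudocount of 0.1, 0.127 without a filter, 0.386 with the replicate block, 0.153 without non-Dbx1 replicate 2 and 0.339 without non-Dbx1 replicate 3. With voom, chosen after seeing the data, it was 0.876.

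Of 31 named genes with an L2FC, 26 kept their sign under the alternatives that gave a value. The stricter filter gave none for some genes, among them Oprm1, Trpc4, Nmbr, Htr4 and Grpr. Fits that left out a sample gave none for 3 of the 6 samples for Oprm1 and for Nmbr. Voom, chosen after seeing the data, gave none for Nmbr. Grpr, with reads in 1 sample, had a value only as reported and without a filter on low values. Slc6a5 (reported L2FC −0.29) ranged from −0.88 to 0.22 across the fits that each left out a sample. Gad1 ranged from −1.14 to 0.14, Sst from −0.74 to 2.03, Pax8 from −1.10 to 0.88 and Kcnc4 from −0.89 to 0.28. With the log2 of the ratio of group mean RPKM, Pax8 was 0.26 and Kcnc4 was 0.086, against −0.31 and −0.17 as reported. The size of the L2FC also depended on this measure for some genes that kept their sign. Oprm1 was 3.64 against 0.64 as reported, Syt10 6.06 against 2.52 and Gata2 −4.94 against −2.31. Others changed little, such as Hif1a at 1.68 against 1.60. With a pseudocount of 0.1, the L2FC was 1.91 for Oprm1, 5.10 for Syt10, −4.14 for Gata2 and 1.66 for Hif1a. The pseudocount of 1 therefore accounts for at least part of the smaller reported L2FC of Oprm1, Syt10 and Gata2. None of the 31 genes passed an FDR of 0.1 under an alternative when it had not done so in the reported analysis.

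The exact permutation test of Oprk1 against Oprm1 gave p = 0.091 over all 6 samples. It gave from 0.048 to 0.29 across the 6 subsets that each left out a sample, with the lowest without Dbx1 replicate 3, and the exact test gave p = 0.091 with merged exon lengths, chosen after seeing the data. The median RPKM of expressed genes, 1.09, was 3.17 over all single non-zero values, 1.72 in the Dbx1 samples only and 1.76 in the non-Dbx1 samples only. Genes with non-zero RPKM fell from 23263 to 13557 in the Dbx1 samples and from 23015 to 13023 in the non-Dbx1 samples when all 3 samples of the group had to be non-zero. The neuronal and glial marker means moved by less than the SD between samples under all their alternatives.

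Depth limits the genes reported as undetected. For Dbx1, Pax7 and Atoh1, 3 reads would have given 0.222, 0.0725 and 0.219 RPKM at the lowest depth. A value of 0 can also belong to a gene that was not counted, since none of the 37 mitochondrial genes had non-zero RPKM in any sample.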

Differences from the paper's values

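The limma FDR of the 6 genes that the paper's text calls differentially expressed was higher than the paper's. For Hif1a it was 0.708 against the paper's 0.022, for Pbx3 0.787 against the paper's 0.093, for Gata2 0.724 against the paper's 7.62E-09, for Htr1a 0.801 against the paper's 0.009, for Syt10 0.697 against the paper's 0.047 and for Trpc4 0.912 against the paper's 0.03. None of the alternatives set before the data were examined closed the gap for any of the 6. Those with an FDR were all limma fits of log2 RPKM values, and the paper's test on counts was not run. They therefore cannot tell whether the choice of test made the gap. The lowest values were 0.422 for Hif1a, 0.606 for Pbx3, 0.377 for Gata2, 0.586 for Htr1a, 0.272 for Syt10 and 0.678 for Trpc4. Their directions were those the paper gives, and the groups did not overlap in any of them. The paper's test called these genes on the same samples, so neither is independent support.

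The L2FC of Gata2 was −2.31 against the paper's −3.78. With a pseudocount of 0.1 it was −4.14, within the replicate SD of the paper's value, and the other alternatives did not close the gap. The L2FC of Trhr was 2.94 against the paper's 1.64. It came within the replicate SD of the paper's value without Dbx1 replicate 2, at 2.50, and without non-Dbx1 replicate 2, at 2.41, and under none of the other alternatives. The L2FC of Pax8 was −0.31 against the paper's 0.17. It had the paper's sign without Dbx1 replicate 2, at 0.88, without non-Dbx1 replicate 1, at 0.05, and as the log2 of the ratio of group mean RPKM, at 0.26, and not under the other alternatives. The L2FC of Kcnc4 was −0.17 against the paper's 0.07. It had the paper's sign without Dbx1 replicate 1, at 0.26, without Dbx1 replicate 2, at 0.13, without non-Dbx1 replicate 2, at 0.28, and as the log2 of the ratio of group mean RPKM, at 0.086, and not under the other alternatives.

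The median RPKM of expressed genes over the 6 samples was 1.09 against the paper's 1.74. With the Dbx1 samples only it was 1.72 and with the non-Dbx1 samples only 1.76, neither of which differs from the paper's value by the criteria used, while over all single non-zero values it was 3.17.

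The paper states that Sst had the highest expression of any gene. By mean RPKM over the 6 samples it ranked 12, at 957, below Gm23935 at 6487, Stmn3 at 2016 and Tubb2a at 1598 among others. It ranked 5 by mean RPKM in the Dbx1 samples, and 1 by the difference of the group means (∆RPKM), at 892, which Fig. 2c, cited there, plots. The paper states that Trpm5 was completely undetectable, and here Dbx1 replicate 1 had 0.0298 RPKM, from 3 reads. The figures of the paper mark further genes as differentially expressed in bold. Of 19 genes read by eye from its figures and from its text, all 19 had the paper's direction and groups that did not overlap. The paper's test called them on these same samples, so this is no independent support. Of all 17614 tested genes, 1866 had groups that did not overlap. Of the 19 genes, 1 had a limma FDR under 0.1 and the lowest FDR of the others was 0.661.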

Other observations

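The tests here were chosen after the results were seen, except those of GC content and gene length. Groups of 3 can be split from 6 samples in 10 ways. Of the 4 splits that part all 3 same-numbered pairs, the real split included, only 1, the real split itself, gave as many as 1 gene with FDR under 0.1, and 3 gave as many genes with p under 0.05, with 916 for the real split and 1067 and 1263 for 2 of the others. The remaining 6 splits part 1 pair each and gave 644 to 847 genes with p under 0.05. With so few splits the share cannot fall low enough to set the real split apart. The split with 1263 genes put Dbx1 replicate 1 with non-Dbx1 replicates 2 and 3.

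Across the 17067 tested genes with an annotation, L2FC was correlated with GC content by a Spearman's rho of −0.125 and with gene length by −0.008. These are correlations across genes, which are not independent replicates. Neither reached the size of 0.3 set beforehand as a sign that GC content or length shaped the differences.

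Gt(ROSA)26Sor, the transcript of the locus that carries the reporter, measured 22.4, 23.8 and 24.7 RPKM in the Dbx1 samples and 41.2, 64.2 and 61.9 in the non-Dbx1 samples, lower in all 3 Dbx1 samples than in any non-Dbx1 sample (L2FC −1.18, limma FDR = 0.697). Median-of-ratios size factors lay between 1.03 and 1.06, too close to each other to change an L2FC by much, and with them it was −1.176. The scaling differences that these factors measure are therefore too small to account for it. The fit with them cannot tell about scaling that they do not capture. The flanking genes Thumpd3 and Setd5 had L2FC of 0.73 and −0.280, and neither fell by as much. The gene did not pass the FDR threshold and was chosen after its values were seen.

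Hif1a was higher in every Dbx1 sample. If a HIF-1 response were under way, its target genes might be higher too. The median L2FC of 8 target genes was 0.031, at percentile 55.85 among 10000 random lists matched on mean expression, which gives no sign of it.

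The exon lengths behind the RPKM were longer than merged exons by a median ratio of 1.45 for genes with at least 1000 reads. Exons that overlap between transcripts may have been counted more than once. Of the genes with a single transcript, 85.31% had the merged length, against 0.34% of the others. This does not account for all lengths, since only 22.2% equalled the sum of distinct exons and 13.7% were shorter than the merged exons, which counting exons more than once cannot give. The test of Oprk1 against Oprm1 gave p = 0.091 in the exact permutation test with either length.

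The mean of the 7 genes of the astrocyte list was 34.3, 40.8 and 66.8 RPKM in the Dbx1 samples. In the non-Dbx1 samples it was 35.7, 98.9 and 122. Fabp7 gave most of this mean, at 216, 260 and 430 RPKM in the Dbx1 samples and 205, 660 and 812 in the non-Dbx1 samples. The lowest FDR of the list's median against random lists was 0.13, in non-Dbx1 replicate 2. That test set each sample against the other samples, so it cannot tell about astrocyte RNA that all samples share.

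To the digits the paper prints, its error equals the SEM of the 3 values for Kcnd2, Kcnip2, Kcnip4, Kcnc4, Nmbr and Grpr and the SD for Robo3. For Kcnd2 the SD was 2.21 and the SEM 1.28, and for Robo3 in the Dbx1 samples the SD was 0.0615. The paper's mean for the Ryr genes in both groups equals the mean of the Dbx1 samples here, 2.63, and the means for Oprk1 and Oprm1 equal those of the Dbx1 samples, 2.61 and 0.738.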
